# Transforming Growth Factor-Beta-Regulated LncRNA-MUF Promotes Invasion by Modulating the miR-34a Snail1 Axis in Glioblastoma Multiforme

**DOI:** 10.3389/fonc.2021.788755

**Published:** 2022-02-08

**Authors:** Bakhya Shree, Shraddha Tripathi, Vivek Sharma

**Keywords:** glioblastoma, lncRNA, Snail1, miR-34a, TGF-β

## Abstract

Transforming growth factor beta (TGF-β)-regulated long-non-coding RNAs (lncRNAs) modulate several aspects of tumor development such as proliferation, invasion, metastasis, epithelial to mesenchymal transition (EMT), and drug resistance in various cancers, including Glioblastoma multiforme (GBM). We identified several novel differentially expressed lncRNAs upon TGF-β treatment in glioma cells using genome-wide microarray screening. We show that TGF-β induces lncRNA-MUF in glioma cells, and its expression is significantly upregulated in glioma tissues and is associated with poor overall survival of GBM patients. Knockdown of lncRNA-MUF reduces proliferation, migration, and invasion in glioma cells and sensitizes them to temozolomide (TMZ)-induced apoptosis. In addition, lncRNA-MUF downregulation impairs TGF-β-induced smad2/3 phosphorylation. In line with its role in regulating invasion, lncRNA-MUF functions as a competing endogenous RNA (ceRNA) for miR-34a and promotes Snail1 expression. Collectively, our findings suggest lncRNA-MUF as an attractive therapeutic target for GBM.

## 1 Introduction

GBM is a heterogeneous malignancy of the central nervous system characterized by aggressive invasion into the surrounding tissue (1). Despite following an aggressive treatment approach involving surgical resection and radio- and chemotherapy with temozolomide (TMZ), it remains incurable with a dismal survival rate of about 15 months (2). One of the characteristic features of GBM is extensive infiltration and invasion of the tumor cells to the surrounding parenchyma, which leads to colonization and relapse of tumors (3). TGF-β is a cytokine with multiple functions regulating cell proliferation, differentiation, and tissue homeostasis (4, 5). TGF-β promotes cancer cell invasion, EMT, and chemoresistance (5). TGF-β is overexpressed in glioblastoma, and its elevated expression is associated with the increased histologic grade of GBM (6). TGF-β promotes proliferation, invasion, metastasis, angiogenesis, resistance to apoptosis, replicative immortality, evasion of growth suppression, evasion of immune checkpoint blockade, and chemoresistance in GBM (7–9).

Less than 3% of the human genome codes for proteins, while the rest of the genome pervasively transcribes several non-coding transcripts (10–12). Among these, lncRNA transcripts are the most abundant and are loosely defined as longer than 200 bp in length with no ability to code for proteins (10, 13). LncRNAs interact with proteins or other non-coding RNAs to regulate gene expression in *cis* and *trans* to modulate cancer phenotypes (10, 14). Several differentially expressed lncRNAs have been identified in GBM, which regulate various aspects of GBM pathology (15–20). TGF-β-regulated lncRNAs modulate invasion, metastasis, and EMT in various cancers (21). In glioma, TGF-β-regulated lncRNAs lncRNA-ATB, UCA1, LINC00645, and LINC00115 modulate proliferation, invasion, and glioma stem cell renewal (22–25). In addition, TGF-β-induced lncRNAs H19 and HOXD-AS2 confer TMZ resistance in glioma by regulating miR-198 biogenesis and competing with KSRP (9).

Using a microarray screen, we identified several previously uncharacterized TGF-β1-regulated lncRNAs in T98G cells and characterized the role of one of the TGF-β-induced lncRNA-mesenchymal upregulated factor (lncRNA-MUF/LINC00941) in glioma physiology. LncRNA-MUF was first identified by Yan et al., and they demonstrated that it regulates EMT in hepatocellular carcinoma (HCC) (26). However, the functions and mechanism of action of lncRNA-MUF in GBM were not known. We show that levels of lncRNA-MUF are upregulated in GBM tumor samples along with histological grade. Our results suggest that it functions as an oncogenic lncRNA to promote glioma cell growth and invasion by functioning as a miRNA sponge for miR-34a that targets and suppresses Snail1. In addition, we show that lncRNA-MUF depletion sensitizes glioma cells to TMZ-induced apoptosis. Collectively, our results suggest that the lncRNA-MUF/miR-34a/Snail1 signaling axis may serve as a novel therapeutic target for GBM treatment.

## 2 Materials and Methods

### 2.1 Cell Culture and Treatments

T98G cells were purchased from the American Type Culture Collection (Manassas, VA). LN229, LN18, and U87-MG cells were purchased from NCCS, Pune. All cells were grown in complete medium, DMEM (Invitrogen) containing 10% fetal bovine serum (FBS) supplemented with 1 mM l-glutamine, and penicillin/streptomycin (Gibco). Cells were treated with TGF-β1 (10 ng/ml) PeproTech (#100-21) in serum-free medium (SFM) for dose and duration indicated in the figures and legends. SB505124 (Tocris # 3263), an inhibitor of TGFβRI/smad2/3, was used at a concentration of 6 µM for pretreatment of GBM cells to inhibit TGF-β signaling wherever indicated.

### 2.2 Microarray Analysis

Agilent SurePrint G3 Gene Expression Microarrays for Human (v3) for lncRNAs, containing 30,606 lncRNAs and 37,756 RefSeq-coding transcripts, were used to interrogate lncRNA and mRNA changes in vehicle versus TGF-β1 (10 ng/ml)-treated T98G cells after 24 h. RNA was isolated using MN NucleoSpin RNA Plus isolation kit (Cat. No. 740984.5). 10 µg of purified RNA samples was treated with recombinant DNAse I (Invitrogen Thermo Scientific—Cat. No. EN0521) as per manufacturer’s instructions, and the RNA samples were column purified using the MN NucleoSpin column purification kit. Hybridization and analysis were performed at the Molecular Genomics Core at Genotypic Technology (Bangalore). Briefly, total RNA was end-labeled using Agilent Quick-Amp labeling Kit (p/n5190-0442) and hybridized to Agilent Human Gene Expression Microarray 8X60K. Fragmentation of labeled cRNA and hybridization were done using the Gene Expression Hybridization kit (Agilent Technologies, *In situ* Hybridization Kit, # 5190-0404). The hybridized slides were scanned using the Agilent Microarray Scanner (Agilent Technologies, Part Number G2600D). Data analysis was done by using GeneSpring GX software version 14.5. Gene expression in the test group (TGF-β) was compared with the control group (C) to identify differentially expressed genes (DEGs) upon TGF-β treatment. DEGs were selected based on log base 2 (fold ≥ 0.6) and log base 2 (fold ≤-0.6) with a statistical significance of p-value < 0.05.

### 2.3 Bioinformatic Analysis

LncRNA-MUF expression values and associated prognostic information from 693 glioma cases were obtained from the Chinese Glioma Genome Atlas (http://www.cgga.org.cn). These 693 samples comprised 505 WHO III and IV tumors and 188 WHO II tumors. The Kaplan–Meier estimation method was used for the overall survival analysis of patients based on lncRNA expression. miRNA targets of lncRNA-MUF were predicted by the RNAInter database (http://rnainter.org/). The interaction between lncRNA-MUF and miR-34a was confirmed by RNAhybrid (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid?id=rnahybrid_view_submission) and IntaRNA (https://www.rna-society.org/rnainter/IntaRNA.html). mRNA targets of miR-34a were identified using the miR-DB (http://mirdb.org/) and TargetScan (http://www.targetscan.org/vert_72/) databases. Kaplan–Meier survival analysis of miR-34a was performed by using data from the CGGA database.

### 2.4 siRNA Transfection

Transfections of siRNAs were performed using Lipofectamine^®^ RNAiMAX Transfection Reagent (Life Technologies-Invitrogen, Cat. No.: 13778-075) and Opti-MEM (Invitrogen, 31985062) as per manufacturer’s instructions. Glioma cells were transfected with 40 nM of siRNAs (Silencer Pre-Designed siRNA, Ambion, Thermo Fisher Scientific) targeting lncRNA-MUF. The siRNA duplexes used in this study are as follows: si-MUF-1 sense 5′ GCCUUCAACAUUCAGCACATT 3′, antisense 5′ UGUGCUGAAUGUUCAAGGCTG 3′; si-MUF-2 sense 5′ CCUCCAUAUUCAUGAACUATT 3′, antisense 5′ UAGUUCAUGAAUAUGGAGGCT 3′. Non-specific siRNA that does not target any known mammalian gene was purchased from Dharmacon ON-TARGETplus non-targeting control pool (Cat. No.: D-001810-10-20). To overexpress or inhibit miR-34a, we transfected glioma cells with mimics of human miR-34a (80 nM) (miRCURY LNA miRNA mimic, Qiagen, Cat. No.: 339173) and with inhibitors of miR-34a (80 nM) (miRCURY LNA miRNA inhibitor, Qiagen, Cat. No.: 339121) using Lipofectamine according to the manufacturer’s instructions.

### 2.5 RNA Isolation and Real-Time PCR

Total RNA was extracted from glioma cells using the MN NucleoSpin RNA plus isolation kit (Cat. No.: 740984.5). 1 µg of RNA was converted into cDNA using the PrimeScript first-strand cDNA kit from Takara (#6110A). Quantitative real-time PCR (qRT-PCR) was performed with the SYBR Green PCR Kit (#RR820A, Takara) in the Bio-Rad CFX96 real-time qPCR system. All reactions were performed in triplicates and normalized with TBP/HPRT as an internal control. The relative gene expression of each sample was calculated using the 2^-ddct^ formula. For miRNA expression analysis, RNA was isolated using Zymo Quick-RNA™ Miniprep Plus Kit (#R1057). miRNA cDNA was synthesized using the mir-X miRNA 1^st^-Strand Synthesis Kit (#638313, Takara). qRT-PCR of miRNA was carried out using the universal primer and the primer specific to miR-34a-5p (**Supplementary Table 1**). U6 was used as a normalizing control. The gene specific primer sequences are shown in **Supplementary Table 1**.

### 2.6 Nuclear and Cytoplasmic Extract Preparations

Cytoplasmic and nuclear fractions were separated, and RNA was purified as described previously (27). qRT-PCR was performed to identify relative RNA levels in each fraction by using GAPDH as a control for cytoplasmic fraction, and MALAT1 as a control for nuclear fraction.

### 2.7 Western Blot Analysis

Whole-cell lysates were isolated from T98G and U87-MG glioma cells with lysis buffer containing Triton X (1%), NaCl (150 mM), Tris base (10 mM), EDTA (1 mM), EGTA (0.2 mM), IGEPAL (0.5%), protease inhibitor (3 µl/ml), and phosphatase inhibitors NaOVa_3_ (0.2 M) and NaF (0.5 M) 48 h after transfection. Cell lysates were incubated on ice for 20–30 min, with intermittent vortexing, and centrifuged at 14,000 rpm at 4°C for 20 min. The supernatant was collected in fresh prechilled tubes, and total protein was estimated using the BCA method, and extracts were frozen at −80°C until use. Western blotting was performed as described previously (28). Briefly, equal amounts of each sample protein were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis and transferred to a PVDF membrane, followed by blocking with 5% bovine serum albumin (A7906, Sigma) for 1.5 h. After that, the membrane was incubated with respective antibodies overnight at 4°C. The following primary antibodies (1: 2,500) were used: p-SMAD2/3 (CST #8828), total SMAD (CST #8685), Vimentin (CST #5741), N-cadherin (CST #13116), and Snail1 (CST #3895). Secondary antibodies (1:20,000)—HRP conjugated anti-rabbit (Vector Laboratories Cat. No.: P.I. 2000-1) or anti-mouse IgG (Invitrogen, Cat. No.: A16072)—were incubated for 2 h at room temperature. Immune blot bands were visualized with an ECL solution [Amersham ECL Prime Western Blotting Detection Reagent, GE Healthcare (Cat. No.: RPN2232)] and detected using VILBER Fusion Pulse ChemiDoc. Images were captured using Evolution Capture software. The blots were stripped and reprobed with β-actin antibody (1:100,000; Sigma #A1978) to determine equivalent loading as described previously (28). For stripping, blots were incubated at 50°C in stripping buffer containing 10% SDS, 0.5 M Tris–HCl, and 100 mM β-mercaptoethanol for 30 min, followed by PBST washes (5 times), blocking, and incubation with the primary antibody as described previously (29). The blot signals were quantified using ImageJ software for Microsoft Windows (National Institutes of Health, Bethesda, MD).

### 2.8 Chromatin Immunoprecipitation (ChIP)

Control or TGF-β-treated cells were fixed with 1% formaldehyde for 8 min at room temperature followed by quenching with a final concentration of 0.125 M glycine for 5 min. Cells were washed twice with ice-cold phosphate-buffered saline, harvested by scraping, pelleted, and resuspended in 250 μl of ChIP lysis buffer (50 mM Tris–HCl [pH 8.1], 0.9% SDS, 10 mM EDTA, protease inhibitor), and samples were incubated on ice for 1 h. Samples were sonicated using Bioruptor Plus (Diagenode) with sonication conditions: 30 s on, 30 s off for 20 cycles. After sonication, samples were centrifuged at 14,000 rpm at 4°C for 20 min. Supernatants were diluted 5-fold in ChIP dilution buffer (167 mM NaCl, 16.7 mM Tris–HCl pH 8.1, 1.2 mM EDTA, 1.1% Triton X-100, protease inhibitors), and 5% of the sample was taken as input. Samples were then incubated at 4°C overnight with Smad2/3 (1:200) (CST #8685S) or anti-rabbit IgG (CST #2729S) antibody. The following day, Dynabeads and protein G (Invitrogen #10004D) 50 μl per sample were added to the I.P. tubes and incubated for 2 h at 4°C. The beads were then washed once each with low-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.1, 150 mM NaCl), high-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris HCl pH 8.1, 500 mM NaCl), LiCl buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris–HCl pH 8.1), and TE buffer (pH 8.0). Following this, samples were reverse cross-linked by using decrosslinking buffer (222 mM NaCl, 50 mM Tris, 10 mM EDTA, 0.025% SDS), containing 5 μl proteinase K (NEB #P8107S, 800 U/ml) per sample with overnight incubation at 65°C. Genomic DNA was then extracted with a DNA purification kit (Zymo Kit Cat. No.: D3020), and lncRNA-MUF in immunoprecipitated samples was measured using qRT-PCR. The following primers specific to the lncRNA-MUF promoter were used for qRT-PCR analysis: forward primer, 5′ CTCAGTGCCTTCATGGTGGA 3′ reverse primer: 5′ GAGGGGCTTACAGATGTGGC 3′.

### 2.9 Cell Proliferation Assay

Colorimetric cell proliferation assay was performed by using the WST-1 reagent (Cat#. 05015944001, Roche) at the indicated time according to the manufacturer’s instructions. Briefly, cells were seeded at a concentration of 2,500–5,000 cells/well in 96-well plates and transfected with siRNAs si-MUF-1, si-MUF-2, and si-NS at 40 nM, and cell proliferation was quantified at OD of 450 nm.

### 2.10 Colony Formation Assay

For clonogenic assays, cells were seeded into 96-well dishes and treated with si-NS or siRNAs against lncRNA-MUF. 24 h post-transfection, cells were trypsinized and seeded at a density of 200 cells per well in a 6-well dish and incubated at 37°C. Media were changed every 3 days. Colonies formed 14 days after plating were fixed with 4% paraformaldehyde and stained with crystal violet solution, and counted.

### 2.11 Caspase 3/7 Assay

Luminometric assay kit for caspase-3/7 (Promega, G8090) was used to determine the enzymatic activity of caspase-3/7 in glioma cells transfected with si-MUF-1 and 2. 48 h post-transfection, proluciferin DEVD substrate and caspase-Glo 3/7 buffer were added to the cells, and the assay was performed as per the manufacturer’s instructions.

### 2.12 Invasion Assay

Glioma cells were transfected with control siRNA (si-NS) or si-MUF-1/si-MUF 2. After 24 h of transfection, cells were seeded into the upper chamber of transwell inserts (Corning, #3422) precoated with Matrigel (Corning, 356234) in serum-free media. Lower chambers had media containing 20% FBS. After 48 h, cells remaining on the upper surface of the membrane were gently removed with a cotton swab. Invaded cells were fixed with 4% PFA and stained with crystal violet solution (Sigma, V5265). Stained cells were visualized under Magnus INVI microscopy (×100), and invaded cells were counted at four different fields for each condition (23).

### 2.13 Migration Assays

For migration assay, si-MUF-1/si-MUF-2 or negative control siRNA-transfected glioma cells were seeded in a 12-well dish and cultured overnight. Scratch was made using a 20-µl pipette tip followed by PBS wash. Cells were maintained in 0.5% serum-containing media. Images of scratch were taken at 0, 24, and 48 h, and the migrating length was calculated using ImageJ (30).

### 2.14 Dual-Luciferase Reporter Assay

Dual-luciferase reporter assays were done to confirm the interaction between miR-34a-5p and lncRNA-MUF. The lncRNA-MUF region with miR-34a-5p sites was cloned into the pmirGLO vector (Promega) using NheI and SalI restriction sites. Cells were co-transfected with pmirGLO-lncRNA-MUF reporter plasmid and miR-34a-5p/N.C. mimics using Polyplus jetPRIME transfection reagent. 30 h post-transfection, the cells were lysed and subjected to luciferase assays using the Dual-Luciferase^®^ Reporter Assay System (Promega, Cat. No.: E1910) according to the manufacturer’s instructions on the SpectraMax iD3 Luminometer (Molecular Devices Corporation). Data were normalized to Renilla luciferase activity (23, 26).

For lncRNA-MUF promoter analysis, we cloned the -734-bp promoter region of lncRNA-MUF with predicted putative SBEs into the restriction sites of SacI and NheI of pGL3basic luciferase and renilla_polyA construct (a gift from Oskar Laur) (Addgene plasmid # 128046; http://n2t.net/addgene:128046; RRID:Addgene_128046). T98G and U87-MG cells were seeded at ~60%–70% confluency in 24-well plates. The next day, they were transiently transfected with 0.3 μg of lncRNA-MUF promoter containing pGL3basic luciferase and renilla_polyA reporter plasmid using jet prime transfection reagent. Eighteen hours post-transfection, cells were serum-starved for 6 h followed by treatment with 10 ng/ml TGF-β1 for the indicated time. Luciferase activity was measured using the Dual-Luciferase^®^ Reporter Assay System according to the manufacturer’s protocol (Promega) on the SpectraMax iD3 Luminometer (Molecular Devices Corporation). The results are expressed as a fold change in luciferase activity over control (28).

### 2.15 Statistical Analysis

Results are presented as mean ± SEM unless otherwise stated. We used paired Student’s t-test for comparisons between two experimental groups. Additional statistical tests information is described in the figure legends. p < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Identification of TGF-β-Regulated LncRNAs in GBM Cells Using Microarray Screen

We sought to identify, in an unbiased fashion and at a genome-wide scale, differentially expressed lncRNAs upon TGF-β treatment in glioma cells. 

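RNA of T98G cells, an established human glioblastoma cell line, was measured on 6 one-colour Agilent arrays, 3 from control (vehicle-treated) cells and 3 from cells treated with TGF-β1 at 10 ng/ml for 24 h. In a one-colour array, labeled RNA from 1 sample binds to short DNA probes fixed on the glass, and the brightness of each spot is read as the level of the transcript its probe matches. Every array held 62976 spots, of which 2075 were control spots and the other 60901 carried 58201 different probes. The authors deposited the scanner output of each array, in which the background had already been subtracted from each spot's intensity, and a table of normalized log2 values per gene. The values given here start from the scanner output. The processed signal of each spot was taken on the log2 scale, spots that the scanner software had marked as outliers were left out (65 to 122 per array), spots of the same probe were averaged, and the array's 75th percentile was subtracted. That percentile was taken over the 23913 probes well above background on all 6 arrays, because 44.2% to 47.0% of all probes were detected on an array. Scaling of this kind removes any change that all genes share. The share of spots well above background was 49.2%, 49.1% and 46.6% on the control arrays and 47.5%, 48.7% and 49.2% on the TGF-β1 arrays, and 0 spots were saturated. Across the probes detected on all 6 arrays, the normalized values of different control arrays correlated at 0.994 to 0.996, those of different TGF-β1 arrays at 0.993 to 0.995, and those of a control and a TGF-β1 array at 0.989 to 0.992. All arrays lay on 1 slide and were read in 1 scan. The 3 control arrays and TGF-β1 replicate 1 were in slide row 1, and TGF-β1 replicates 2 and 3 in slide row 2, so a comparison within a row rests on 1 treated array. On the array of TGF-β1 replicate 1, 2 of the 10 quality measures of the scanner software were out of range, both from the spike-in transcripts, and none were on the other 5 arrays. Differences were tested probe by probe with limma's linear model and empirical Bayes variance for the 25580 probes, from 19837 genes, that were well above background on all arrays of at least 1 group. The median standard error of a log2 fold change was 0.12, and the number of arrays, 3 per group, limits this precision. Probe positions are those the arrays' annotation gives on hg19.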

We performed gene expression analysis of control, and TGF-β1-treated T98G glioma cells using the Agilent SurePrint G3 Gene Expression Microarrays for Human (v3) for lncRNAs. 

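A probe was counted at an absolute log2 fold change of 0.6 or more and an unadjusted limma p under 0.05, the cutoffs of the paper's methods, and a gene was counted once if any of its tested probes passed. In all, 1114 of 19837 tested genes passed, 583 of them higher and 531 lower after TGF-β1. By the accessions and descriptions in the arrays' annotation, 297 of them were lncRNA genes, 128 higher and 169 lower, and 755 were mRNA genes, 425 higher and 330 lower. A further 4 were small RNAs and 58 could not be assigned to a class. With Benjamini-Hochberg adjustment over all 25580 tested probes, 647 genes passed the same fold cutoff at a limma adjusted p under 0.05, 369 higher and 278 lower. These included 106 lncRNA genes and 525 mRNA genes. For 334 of the 1114 genes several probes were tested, and in 228 of them not every probe passed. The counts depended on the settings. With no background filter 2186 genes passed, 905 of them lncRNA genes and 1115 mRNA genes. With normexp, which models the background rather than taking the scanner software's corrected signal, 395 genes passed, 43 of them lncRNA genes and 347 mRNA genes. This setting also adds 50 to every signal, where the median processed signal of the arrays was 8.45 to 10.2. Adding it shrinks the log2 changes of dim probes, so fewer of them can reach the fold cutoff. A single array also weighed on the lncRNA count, which rose to 548 without TGF-β1 replicate 1. The 647 genes at an adjusted p depended on the settings too. This number was 184 with no background filter, 265 with the replicate number as a block and 0 with a paired t-test. It was 690 with limma's trended and robust variance, and between 336 and 557 with each array left out in turn.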

Using a 1.5-fold change and p-value < 0.05 as a threshold, we identified 91 differentially expressed lncRNAs and 397 differentially expressed mRNAs in our screen (**Figures 1A, B** and **Supplementary Table 2**). 

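Among the genes past the threshold, 26.7% were lncRNA genes, against 24.6% of all tested genes (4871 of 19837), and this difference could not be told from 0 (Fisher's exact test across genes, two-sided, p = 0.099; genes are not independent replicates). The direction of the difference depended on the settings. The share was below that of the tested genes under several alternatives, among them normexp (10.9%) and when only probes well above background on all 6 arrays were tested (20.0%), and above it at a Fisher p under 0.05 under others, such as with the slide row as a block (32.2%), which rests on TGF-β1 replicate 1, and without that array (34.1%). Under Benjamini-Hochberg adjustment the lncRNA share of the genes past the fold cutoff was 16.4%. The median normalized log2 signal of the passing lncRNA genes was -5.57, against -3.28 for the passing mRNA genes. The probe of LOC79160 (NR_125359, in current RefSeq LINC01711; chromosome 20, 57210641 to 57210700, plus strand) had the largest rise among lncRNAs detected on all 6 arrays and past the adjusted threshold with all TGF-β1 arrays above all control arrays. Its normalized log2 signal was -5.35 ± 0.15 (SD, n = 3) in control cells and -3.28 ± 0.12 (SD, n = 3) after TGF-β1, a log2 fold change of 2.07 (standard error 0.11, limma adjusted p = 0.000382). By the same rule, MIR181A2HG rose by 1.99, ENST00000563424 by 1.76, LINC00312 by 1.73 and lnc-MSRB3-2 by 1.72 on the log2 scale, with limma adjusted p between 0.000342 and 0.00371. Again among lncRNAs detected on all 6 arrays and past the adjusted threshold, with all TGF-β1 arrays below all control arrays, those that fell most were LOC101928152 (log2 fold change -1.996), ZNF295-AS1 (-1.19), ENST00000527434 (-1.14), lnc-TMEM105-2 (-1.14) and FENDRR (-1.09). The other tested probe of lnc-TMEM105-2, which is the brighter, changed by 0.096 (limma adjusted p = 0.815), so its fall rests on 1 of 2 probes. ENST00000527434 was not past the adjusted threshold with no background filter, with the replicate block, or without control replicate 1, 2 or 3 or TGF-β1 replicate 3. By its brightest probe, which changed by -1.03, FENDRR was not past it with no background filter, in the authors' deposited log2 table, with the slide row block, or without control replicate 1 or 2. Of the other lncRNAs that the paper took to qRT-PCR, LOC101928710 (in current RefSeq SCAT1; chromosome 17, 76613639 to 76613698) rose by 1.38 (standard error 0.10, limma adjusted p = 0.00124) and lnc-EGR2-1 (chromosome 10, 64565580 to 64565639), detected on 2 of 3 control arrays, by 1.25 (standard error 0.13, limma adjusted p = 0.00503; not past the threshold under normexp or with no background filter). ENST00000409910 (chromosome 2, 238341705 to 238341764) was detected on 1 control array and 3 TGF-β1 arrays and rose by 1.92 (standard error 0.37, limma adjusted p = 0.0425); its adjusted p passed the threshold without control replicate 2 but not without any other single array. CTB-178M22.2 (in current RefSeq TENM2-AS1; chromosome 5, 167656588 to 167656647) and KCNMA1-AS1 (chromosome 10, 78663702 to 78663761) were detected on all 3 control arrays and were not well above background on any TGF-β1 array. Against the lowest signal that was well above background on each TGF-β1 array, or the probe's own signal where that was higher, CTB-178M22.2 was at least 2.74-fold lower (limma adjusted p = 0.0901) and KCNMA1-AS1 at least 2.86-fold lower (limma adjusted p = 0.0525).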

LncRNAs constitute 18.3% of transcripts among the total number of DEGs identified upon TGF-β1 treatment in T98G cells (**Figure 1B**). We verified the TGF-β1-induced gene expression changes in levels of lncRNAs in T98G cells using qRT-PCR (**Figure 1C**). LncRNAs ENST00000409910 and LOC79160 get ~4-fold upregulated upon TGF-β treatment (**Figure 1C**). LncRNAs LINC00312, LOC101928710, lncRNA-MUF, and lnc-EGR2-1 get ~1.5–3-fold upregulated upon TGF-β treatment (**Figure 1C**). LncRNAs CTB-178M22.2 and KCNMA1-AS1 are significantly downregulated upon TGF-β treatment (**Figure 1C**). The expression of several TGF-β-regulated mRNAs identified from the microarray screen was also verified using qRT-PCR (**Figure S1A**). Among these upregulated lncRNAs, we further set out to characterize the role of lncRNA-MUF in glioma pathogenesis.

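The arrays carry 4 probes for lncRNA-MUF, annotated as LINC00941 (NR_040245), all on the plus strand of chromosome 12, and all 4 were well above background on all 6 arrays. The brightest, A_33_P3518572 (30955519 to 30955578), gave a normalized log2 signal of -2.86 ± 0.22 (SD, n = 3) in control cells and -2.35 ± 0.51 (SD, n = 3) after TGF-β1. Its log2 fold change of 0.51 (standard error 0.26, limma adjusted p = 0.403) was within the spread between replicates (exact permutation test, two-sided, p = 0.2, where 3 arrays against 3 allow no p below 0.1). With each array left out in turn it lay between 0.36 and 0.81, and without TGF-β1 replicate 1, the TGF-β1 array nearest the controls, it was 0.81. Probe A_22_P00016922 (30949077 to 30949136) changed by 0.17 (limma adjusted p = 0.803; exact permutation p = 0.7). The probes between them in position differed. A_21_P0007484 (30955134 to 30955193) rose from -5.12 ± 0.20 to -4.02 ± 0.11 (SD, n = 3 each), a log2 fold change of 1.10 (limma adjusted p = 0.00719), and A_21_P0007829 (30954787 to 30954846) rose from -5.48 ± 0.29 to -4.31 ± 0.24 (SD, n = 3 each), a log2 fold change of 1.16 (limma adjusted p = 0.0212). For both of these, every TGF-β1 array was above every control array (exact permutation test, two-sided, p = 0.1, the smallest possible). Averaged over the 4 probes on each array, a summary chosen after the values had been seen, the log2 fold change was 0.74 (standard error 0.13, limma adjusted p = 0.0316), or 1.67-fold. From its place among the lncRNAs that TGF-β1 upregulated, the paper chose lncRNA-MUF for further study.

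**Figure D1:**
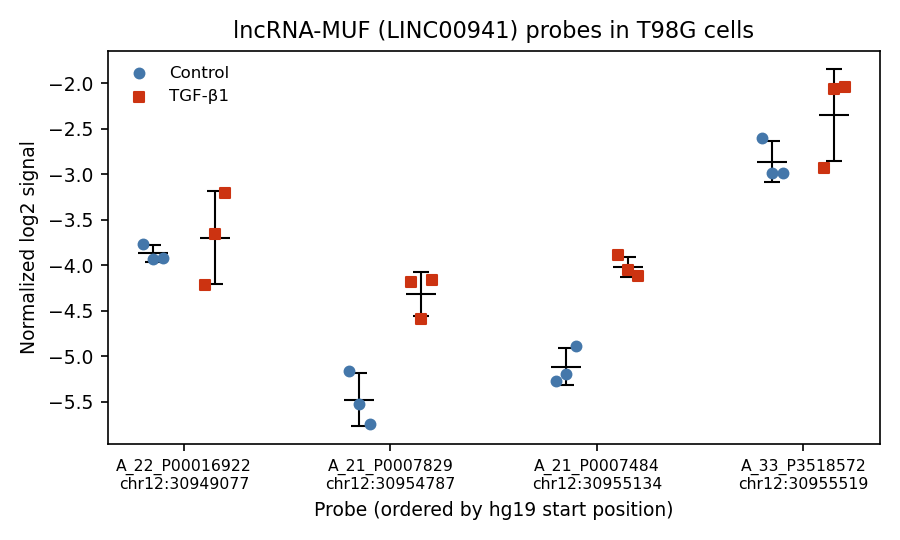
Normalized log2 signal (vertical axis) of the 4 LINC00941 probes, ordered by their start position on chromosome 12 (hg19), in 3 control (circles) and 3 TGF-β1 (squares) arrays of T98G cells; the wide tick and bars are the mean and SD of each group. The groups do not overlap for A_21_P0007829 and A_21_P0007484, and overlap for the other probes.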

**Figure 1:**
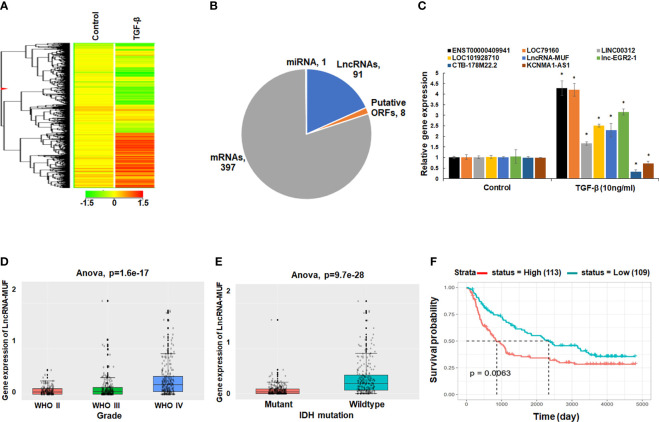
LncRNA-MUF is overexpressed in GBM, and it is induced by TGF-β. **(A)** Heatmap representing the relative abundance of differentially expressed genes (DEGs, ≥1.5-fold, p < 0.05) in T98G cells upon TGF-β1 (10 ng/ml) treatment for 24 h. **(B)** Pie chart representing the class of DEGs (p < 0.05) identified from genome-wide microarray screening in T98G GBM cells upon TGF-β1 treatment for 24 h. **(C)** Validation of top TGF-β-regulated lncRNAs identified from microarray screening using qRT-PCR in T98G cells. RNA samples were analyzed by qRT-PCR, and error bars represent the mean ± SEM from three independent experiments. *Significant change in TGF-β-treated cells compared to control cells (p < 0.05). **(D)** LncRNA-MUF expression analysis in glioma tissues from the CGGA database. Elevated expression of MUF in GBM IV compared to lower-grade gliomas (p=1.6e-^17^). **(E)** LncRNA-MUF levels are elevated in IDH wild-type GBM patients compared to IDH mutant cases as analyzed from the CGGA database (ANOVA, p = 9.7e-^28^). **(F)** Kaplan–Meier survival analysis of lncRNA-MUF expression in glioma samples from CGGA databases shows that a high lncRNA-MUF expression is associated with poor overall survival in primary and recurrent GBM patients (p = 0.0063). Red line represents high lncRNA-MUF expression group, and green line represents the low lncRNA-MUF expression group.

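FOXS1, LEFTY1, EGR2 and RGS16 were among the mRNAs that rose most, counting those detected on all 6 arrays and past the adjusted threshold with all TGF-β1 arrays above all control arrays. The FOXS1 probe (NM_004118, chromosome 20, 30432104 to 30432163, minus strand) had normalized log2 signals of -6.34, -6.68 and -6.25 on the control arrays and -2.29, -2.23 and -2.35 on the TGF-β1 arrays, a log2 fold change of 4.13 (standard error 0.13, limma adjusted p = 5.64e-05). The log2 fold changes of LEFTY1, EGR2 and RGS16 were 4.01, 3.76 and 3.74, with limma adjusted p of 5.64e-05 or less. Among those that fell most, with no overlap between the groups, were ADH1C (log2 fold change -2.34), CHRM1 (-2.33), CBLN2 (-2.10) and SNCAIP (-2.04), the last of which was not past the adjusted threshold in the authors' deposited log2 table. Of the 16 mRNAs that the paper took to qRT-PCR from the arrays, 13 rose and 3 fell by their brightest probe, and 15 passed the fold cutoff at an unadjusted limma p under 0.05. At a limma adjusted p under 0.05, 14 of these 16 passed over all probes tested and 15 adjusted over the list alone, which is not independent evidence because the paper chose the list on these arrays. Snail1 (SNAI1, chromosome 20, 48605170 to 48605229) rose from 0.25 ± 0.10 to 0.92 ± 0.04 (SD, n = 3 each), a log2 fold change of 0.67 (standard error 0.09, limma adjusted p = 0.0109), and was not past the adjusted threshold with no background filter, with the replicate or slide row block, or without control replicate 2 or 3 or TGF-β1 replicate 2. COL1A1 rose by 3.61, JUNB by 2.39, CTGF (CCN2 in current RefSeq) by 1.55 and ID1 by 1.22 on the log2 scale, with limma adjusted p between 0.000152 and 0.00128. LAMP3 and MMP10 were not well above background on any control array and were at least 3.76-fold and at least 2.15-fold higher after TGF-β1, with limma adjusted p of 0.00144 and 0.0516. KIT, well above background on 1 of 3 TGF-β1 arrays, had a log2 fold change of -1.10 (standard error 0.16, limma adjusted p = 0.0152), which was not past the adjusted threshold with no background filter, under normexp, in the deposited log2 table, with the slide row block, or without control replicate 2 or 3 or TGF-β1 replicate 3. The 3 HMGA2 probes differed, with log2 fold changes of 0.42 for the brightest (limma adjusted p = 0.661), 2.02 and 1.80.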

### 3.2 LncRNA-MUF Is Upregulated in GBM Tumor Samples and Is Associated With Poor Patient Prognosis

To investigate the role of lncRNA-MUF in GBM pathophysiology, we decided to evaluate its expression in GBM tumor samples using the CGGA database (http://www.cgga.org.cn/). Using the mRNAseq_693 dataset of the CGGA database, we found that levels of lncRNA-MUF were significantly higher in GBM samples than normal brain tissues (p = 6.3e-^15^) (**Figure S1B**). Moreover, lncRNA-MUF levels are significantly higher in grade IV GBM than in lower-grade gliomas (p = 1.6e-^17^) (**Figure 1D**). GBM patients with IDH mutation show a better survival rate than the IDH wild-type group (1). Hence, we evaluated the expression of lncRNA-MUF in IDH mutant and wild-type glioma samples. We observed that the expression of lncRNA-MUF is significantly higher in gliomas with the IDH wild-type group than in the IDH mutant group (p = 9.7e-^28^) (**Figure 1E**). In addition, high expression of lncRNA-MUF is correlated with poor overall survival in both primary and recurrent GBM patients (p = 0.0063) (**Figure 1F**). These results suggest that lncRNA-MUF expression is associated with aggressive phenotype and poor survival in glioma patients.

### 3.3 LncRNA-MUF Is Induced by TGF-β Through the Canonical SMAD2/3 Signaling Pathway in Glioma Cell Lines

LncRNA-MUF induction upon TGF-β1 treatment was dose-independent for TGF-β doses from 5 to 80 ng/ml for 24 h in T98G cells (**Figure S2A**). The time-course analysis-identified lncRNA-MUF gets induced upon TGF-β1 treatment as early as 1 h. However, a statistically significant increase of ~2-fold occurs only at 12 and 18 h of TGF-β treatment and then sustained at ~1.8-fold at 24, 36, and 48 h (**Figure 2A**). To assess the impact of TGF-β1 on the lncRNA-MUF expression on additional glioblastoma cell lines, we evaluated the lncRNA-MUF expression in LN18, LN229, U87-MG glioma cells. Upon TGF-β1 stimulation for 24 h, the expression of lncRNA-MUF was upregulated (≥2-fold) in glioma cell lines (T98G: 1.89-fold; U87-MG: 1.8-fold; LN229: 2.8-fold; LN18: 2.1-fold). These results indicate that lncRNA-MUF induction upon TGF-β1 treatment is not cell line-specific (**Figure 2B**). We then investigated the subcellular localization of lncRNA-MUF by measuring the lncRNA levels in nuclear and cytoplasmic fractions in T98G and U87-MG GBM cells. LncRNA-MUF showed 75% expression in the cytoplasm and 25% in the nucleus in T98G and U87-MG cell lines, respectively (**Figure S2B**).

**Figure 2:**
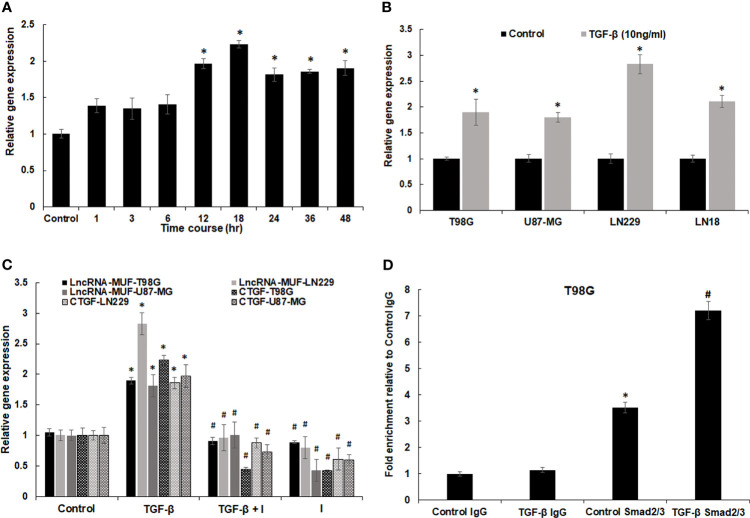
Regulation of lncRNA-MUF expression through Smad2/3 signaling. **(A)** LncRNA-MUF is a delayed transcript with induction of ~2-fold at 12 and 18 h of TGF-β1 treatment (10 ng/ml), then reaching a plateau of ~1.8-fold at 24, 36, and 48 h. RNA levels were measured at the indicated time points using qRT-PCR. **(B)** LncRNA-MUF induction upon TGF-β treatment is not cell type-specific. The indicated GBM cell lines were treated with 10 ng/ml TGF-β for 24 h and lncRNA-MUF levels measured by qRT-PCR. **(C)** LncRNA-MUF induction upon TGF-β treatment is smad2/3 dependent. Human glioma cells (T98G, LN229, and U87-MG) were pretreated with 6 µM of SB505124 (TGFβR1/Smad2/3 inhibitor) for 2 h followed by co-treatment with TGF-β1 (10 ng/ml) for 24 h, and lncRNA-MUF transcript levels were determined by qRT-PCR. **(D)** ChIP-qPCR analysis of smad2/3 interaction with SBE in the lncRNA-MUF promoter in control and TGF-β-treated T98G cells. DNA was isolated from control and TGF-β-treated cells after immunoprecipitation with the anti-smad2/3 antibody and was amplified using specific primer sets. LncRNA-MUF promoter levels in immunoprecipitated samples were measured by qRT-PCR analysis, normalized to input, and represented as “fold enrichment relative to control IgG I.P.” Values represent mean ± S.D. from two independent experiments. *Significant change compared to IgG (p < 0.05). #Significant change compared to control Smad2/3 (p < 0.05). Data information: RNA samples were analyzed by quantitative RT-PCR, normalized with TBP/HPRT. Error bars represent the mean ± SEM from 3 independent experiments. *Significant change compared to respective control samples (p < 0.05). ^#^Significant decrease from TGF-β-treated cells (p < 0.05). Statistical comparisons were made using Student’s t-test.

TGF-β signal transduction occurs either through the canonical smad2/3 signaling pathway or through non-canonical pathways (4). To identify the transcription factors working downstream of the TGF-β pathway to regulate lncRNA-MUF expression, we looked at the lncRNA-MUF promoter using JASPAR (http://jaspar.genereg.net/) and found functional smad-binding elements (SBE) (5′ CAGAC 3′/5′ GTCTG 3′) at the -498, -1,321, -1,850, -2,413, and -2,942 positions. Hence, we evaluated lncRNA-MUF expression upon TGF-β treatment in the presence and absence of TGF-β inhibitor SB505124. To this end, GBM cells were treated with 6 µm SB505124 (TGFβR1/smad2/3 inhibitor) for 2 h before treatment with TGF-β1 (24 h). Blocking smad2/3 with SB505124 significantly abrogated TGF-β-induced lncRNA-MUF expression in glioma cells (~50% reduction in T98G, LN229, and U87-MG) (**Figure 2C**). As TGF-β-induced lncRNA-MUF expression and TGF-βRI inhibitor significantly abrogated lncRNA-MUF levels, we used luciferase reporter assay to confirm if lncRNA-MUF promoter can drive TGF-β-mediated luciferase activity. Transfection of T98G and U87-MG cells with the lncRNA-MUF-promoter-luciferase reporter construct followed by TGF-β treatment for 24 h resulted in a significant ~2.5- and 2-fold increase in luciferase activity over control, respectively (**Figure S2C**). Next, we performed ChIP-qPCR to determine whether TGF-β promotes increased binding of smad2/3 to SBE on the lncRNA-MUF promoter. ChIP-qPCR revealed increased binding of smad2/3 on SBE on the lncRNA-MUF promoter upon TGF-β stimulation (**Figure 2D**). These results suggest that TGF-β upregulates lncRNA-MUF expression through the canonical SMAD signaling pathway.

### 3.4 Knockdown of LncRNA-MUF Reduces Cell Proliferation, Induces Apoptosis, and Sensitizes Glioma Cells to TMZ-Mediated Apoptosis

To investigate the physiological function of lncRNA-MUF in glioma pathogenesis, we established lncRNA-MUF knockdown by siRNA using two different siRNAs (si-MUF-1 and si-MUF-2) in T98G and U87-MG cell lines. The knockdown of lncRNA-MUF with si-MUF-1 results in ~85% reduction, and si-MUF-2 results in ~67% reduction of lncRNA-MUF levels in T98G and U87-MG cells (**Figure S3**). LncRNA-MUF depletion using siRNAs results in a time-dependent reduction in cell proliferation in glioma cells. Cell proliferation was reduced by ~40% and ~55% at 48 and 72 h post-lncRNA-MUF knockdown, respectively, in T98G cells (**Figure 3A**). A similar ~40%–50% reduction in cell proliferation was observed in LN229 and U87-MG glioma cells transfected with siRNA against lncRNA-MUF compared to cells transfected with non-specific siRNA (si-NS) (**Figure 3A**). Consistent with the reduction in cell proliferation upon lncRNA-MUF depletion, MUF knockdown resulted in a significant decrease in colony formation of ~62% and 70%, respectively, in T98G and U87-MG cells compared to respective control cells transfected with si-NS (**Figure 3B** and **Figure S4C**). Moreover, depletion of lncRNA-MUF by siRNA also results in apoptosis as demonstrated by an increase of ~1.75-fold, 3.6-fold, and 3.4-fold caspase 3/7 activity in T98G, U87-MG, and LN229, respectively, as compared to control cells (**Figure 3C**). Consistently, the levels of caspase 9 mRNA were ~2-fold increased following lncRNA-MUF knockdown in T98G and U87-MG cells (**Figure S4A**). TMZ is an oral alkylating drug that is used to treat GBM; however, 50% of GBM cases develop resistance to TMZ. Several GBM cell lines such as T98G and LN229 show resistance to TMZ, and TGF-β-induced lncRNAs are known to promote TMZ resistance (9, 31). Therefore, we evaluated the effect of lncRNA-MUF knockdown on TMZ sensitivity in T98G and LN229 cells. LncRNA-MUF depletion with low siRNA levels (20 nM) resulted in significantly reduced cell proliferation in TMZ-treated T98G and LN229 cells compared to si-NS-transfected cells treated with TMZ (**Figure 3D**). In addition, TMZ treatment in lncRNA-MUF knockdown resulted in a significantly higher increase in caspase 3/7 activity (~5-fold) compared to si-NS-transfected T98G and LN229 cells treated with TMZ (**Figure 3E**). These results suggest that lncRNA-MUF knockdown sensitizes glioma cells to TMZ-induced apoptosis. We then investigated the effect of lncRNA-MUF knockdown on glioma cell migration and invasion. Wound healing assay revealed that lncRNA-MUF-depleted T98G and U87-MG cells show ~63% and ~58% reduction in cell migration, respectively, compared to control cells (**Figures 3F** and **S4B**). Matrigel invasion assay during lncRNA-MUF depletion results in ~55% and ~70% inhibition of cell invasion in T98G and U87-MG cells, respectively, compared to control cells (**Figure 3G**). Thus, collectively these results suggest that lncRNA-MUF serves as an oncogene to promote proliferation, drug resistance, migration, and invasion in GBM cells, and targeting lncRNA-MUF is an attractive therapeutic strategy for GBM.

**Figure 3:**
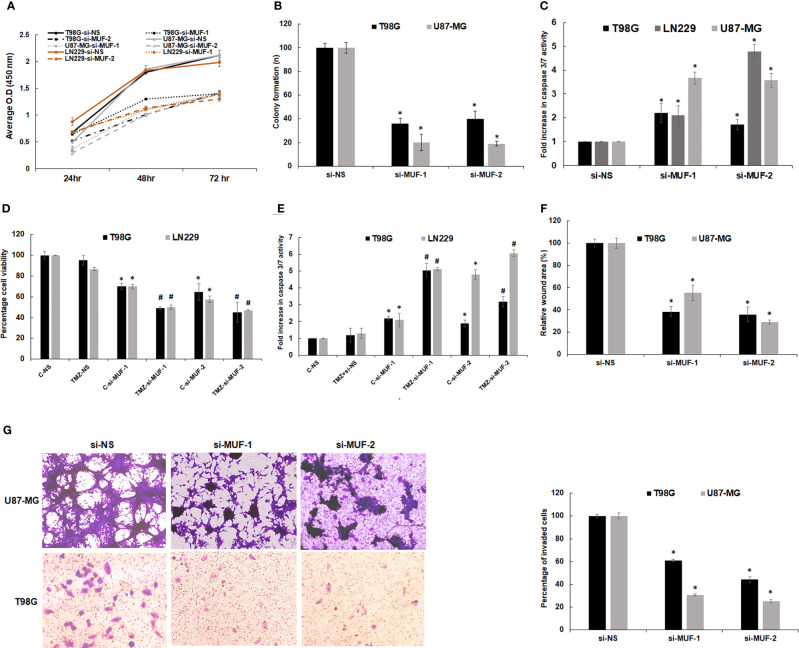
Effect of lncRNA-MUF knockdown on glioma cell proliferation, migration, and invasion *in vitro*. **(A)** Human glioma cells were transfected with si-NS or si-MUF-1/si-MUF-2 (40 nM), and percentage cell viability was calculated at indicated times using WST1. Values represent mean ± S.D. from four independent experiments. *Significant change compared to si-NS cells at the corresponding time (p < 0.05). Statistical comparisons were made using Student’s t-test. **(B)** Reduced colony formation ability of GBM cells with lncRNA-MUF knockdown. **(C)** Caspase 3/7 activity assay shows that lncRNA-MUF knockdown induces apoptosis in GBM cells. **(D)** LncRNA-MUF knockdown with a low dose of si-MUF1/si-MUF-2 (20 nM) in combination with TMZ treatment (600 µM) shows enhanced reduction of glioma cell (T98G and LN229) proliferation and increased sensitivity to TMZ, as analyzed using WST1 assay. **(E)** LncRNA-MUF knockdown (20 nM of si-MUF-1/si-MUF-2) combined with TMZ treatment (600 µM) show enhanced caspase 3/7 activity as compared to TMZ alone. **(F)** Wound healing assay demonstrates reduced GBM cell migration upon lncRNA-MUF knockdown. **(G)** Matrigel invasion assay shows that lncRNA MUF inhibition reduces glioma cell invasion. Values represent mean ± S.D. from four independent experiments. *Significant change compared to si-NS cells at the corresponding time (p < 0.05). Statistical comparisons were made using Student’s t-test. # Significant decrease from C-si-MUF-1 and C-si-MUF-2 trabsfected cells (p < 0.05).

### 3.5 LncRNA-MUF Regulates Gene Expression of a Subset of TGF-β Target Genes in cis and trans

LncRNA transcripts often regulate gene expression in cis and trans (10). We first evaluated the effect of lncRNA-MUF knockdown on its cis genes (**Figure 4A**). We observed ~50% downregulation of the Caprin2 gene in T98G and U87-MG upon lncRNA-MUF knockdown with both the siRNAs (**Figure 4A**). This is consistent with Ai et al., who reported the cis-regulation of the Caprin2 gene by lncRNA-MUF through chromosome looping in OSCC (32). However, the levels of other cis genes (IPO8, LOC645485, LOC107984476) remained unchanged upon lncRNA-MUF knockdown (**Figure 4A**). We also observed that the Caprin2 gene is upregulated by TGF-β in T98G GBM cells (1.7-fold) using qPCR assays (**Figure S5A**). These results suggest that lncRNA-MUF regulates TGF-β-induced expression of the Caprin2 gene in *cis* in glioma cells. Since lncRNA-MUF regulates genes involved in the WNT/β-catenin pathway (26, 32), we evaluated the impact of lncRNA-MUF knockdown on the WNT/β-catenin pathway genes in glioma cells. Surprisingly, we did not observe any significant change in their expression upon MUF depletion in glioma cells (**Figure S5B**). To further identify the genes regulated in *trans* by lncRNA-MUF in glioma cells, we evaluated the expression of the TGF-β gene ontology group upon its siRNA-mediated knockdown. Depleting MUF resulted in ~50% downregulation of Snail1, ~40% downregulation of vimentin, ~60% downregulation of CTGF, and ~30% downregulation of c-Myc in T98G cells and U87-MG cells (**Figure 4B**). Several other TGF-β-regulated genes did not show any change in expression with MUF knockdown (**Figure S5C**). Since lncRNA-MUF depletion inhibits invasion and Snail1 regulates EMT and invasion, we evaluated EMT marker expression upon lncRNA-MUF inhibition by Western blotting. In agreement with q-PCR data, knockdown of lncRNA-MUF resulted in ~40% decrease in N-cadherin, ~80% decrease in vimentin, and ~70% decrease in Snail1 protein levels in T98G and U87-MG cells (**Figures 4C** and **S5D**). These results indicate that lncRNA-MUF selectively regulates the expression of Snail1, vimentin, N-cadherin, CTGF, and c-Myc in GBM.

**Figure 4:**
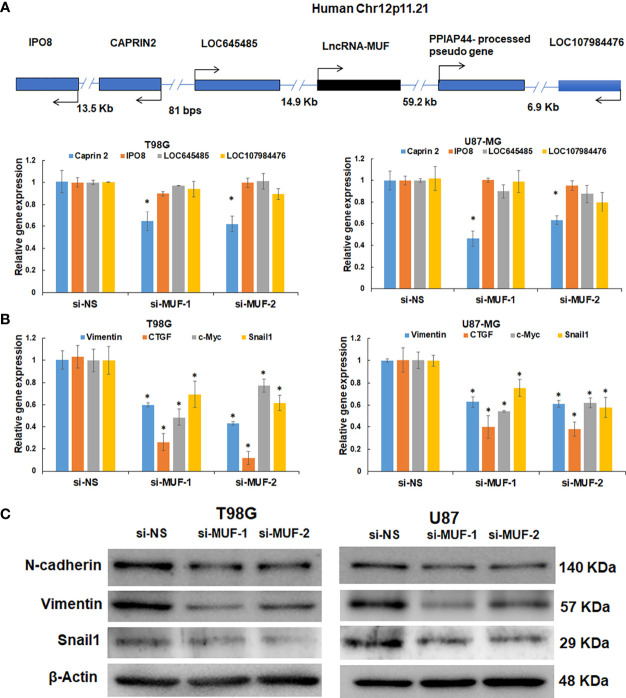
LncRNA-MUF modulates gene expression in cis and trans and promotes EMT in glioma. **(A)** Validation of cis gene expression of lncRNA-MUF with lncRNA knockdown. LncRNA knockdown represses cis gene expression (Caprin2). **(B)** LncRNA-MUF modulates TGF-β target gene expression in trans in GBM. T98G and U87-MG glioma cells transfected with si-NS, si-MUF-1, or si-MUF-2 (25 nM), and transcript levels of indicated genes were measured 48 h post-transfection. RNA samples were analyzed by quantitative RT-PCR, and error bars represent the mean ± SEM from three independent experiments. **(C)** LncRNA-MUF promotes GBM EMT. Western blot analysis of EMT markers Vimentin, N-cadherin, and Snail1 followed by lncRNA-MUF knockdown in T98G and U87-MG cells. *Significant change compared to cells transfected with si-NS (p < 0.05). Values represent mean ± SD from three independent experiments.

### 3.6 Knockdown of LncRNA-MUF Attenuates TGF-β Signaling

TGF-β-induced lncRNAs are known to regulate the TGF-β signaling pathway *via* an autocrine signaling loop (33). Hence, we asked if lncRNA-MUF is also involved in regulating TGF-β signaling. To test this, we evaluated the impact of lncRNA-MUF knockdown on TGF-β-induced phosphorylation of smad2/3. Silencing lncRNA-MUF in T98G results in a ~35% decrease in smad2/3 phosphorylation at 15 min and 30 min post-TGF-β treatment compared to si-NS cells treated with TGF-β. A similar reduction of ~30% is observed in p-smad2/3 levels upon TGF-β treatment in U87-MG cells compared to TGF-β1-treated si-NS cells (**Figures 5A** and **S6**). This is consistent with the fact that pathway analysis by the lncACTdb database suggests that the TGF-β signaling pathway is among the top 10 enriched signaling pathways regulated by lncRNA-MUF (**Figure 5B**). Our results indicate that lncRNA-MUF regulates smad2/3 phosphorylation downstream of the TGF-β pathway in glioma cells.

**Figure 5:**
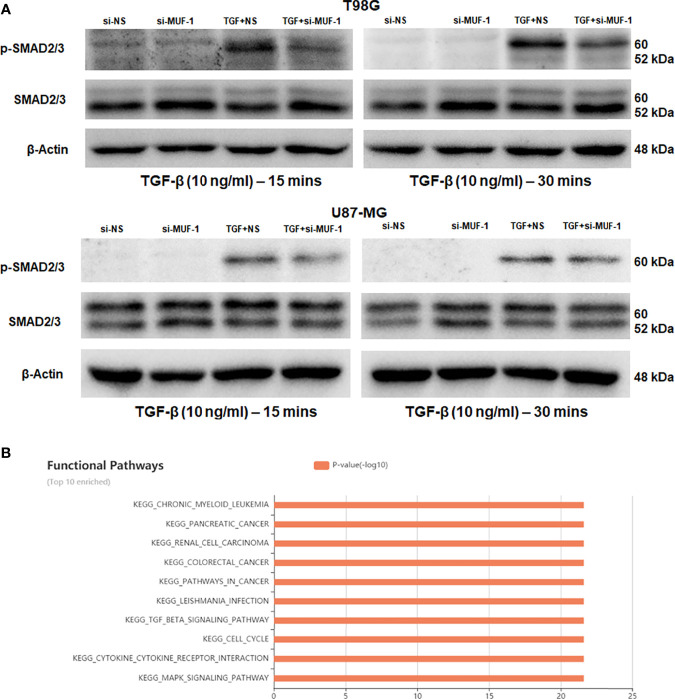
LncRNA-MUF regulates TGF-β signaling. **(A)** LncRNA-MUF knockdown impairs phosphorylation of the smad2/3 complex. Western blot analysis of psmad2/3 and total smad2/3 levels in T98G and U87-MG cells treated with 10 ng/ml TGF-β1 (15 and 30 min), 48 h after lncRNA-MUF knockdown with si-MUF-1. A representative blot is shown from three independent experiments with similar results. Blots were reprobed for β-actin to establish equivalent loading. **(B)** Top 10 enriched signaling pathways regulated by lncRNA-MUF identified from the lncACTdb database.

### 3.7 LncRNA-MUF Modulates TGF-β-Induced Invasion in Glioma *via* the miR-34a-5p/Snail1 Axis

LncRNAs function as endogenous miRNA sponges and participate in the ceRNA regulatory network (34, 35). Yan et al. have reported the direct binding of lncRNA-MUF and miR-34a using RNA immunoprecipitation (RIP) and RNA pull-down assays (26). In addition, they show that lncRNA-MUF regulates Snail1 expression by sponging miR-34a to modulate EMT in HCC cells (26). Using RNAhybrid and IntaRNA databases, we identified putative miR-34a-binding sites in lncRNA-MUF (**Figure S7A**). To identify the interaction between lncRNA-MUF and miR-34a-5p, we cloned the region of lncRNA-MUF with the miR-34a-binding sites into the pmirGLO vector downstream of the firefly luciferase gene. Co-transfection with the pmirGLO-lncRNA-MUF reporter plasmid and miR-34a mimics reduced the reporter activity significantly (~70%) compared to the control cells (**Figure 6D**).

**Figure 6:**
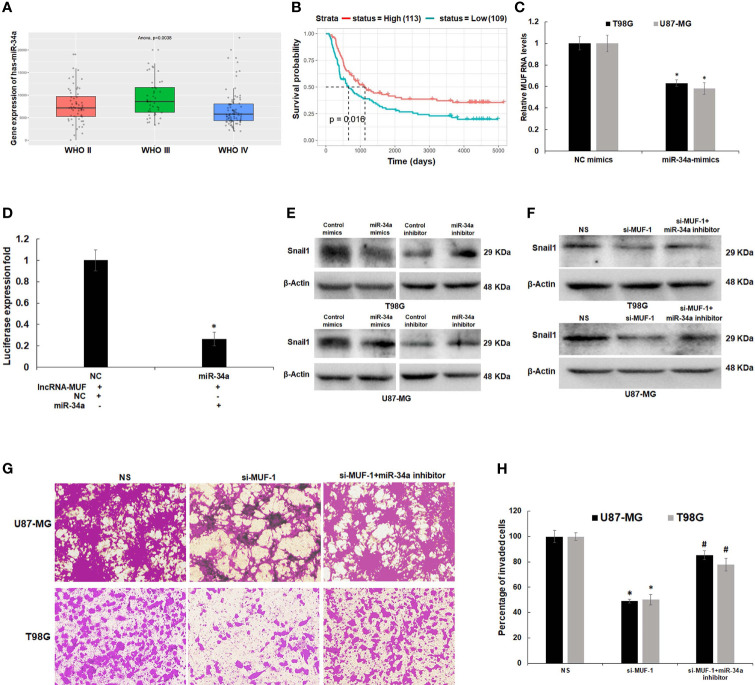
LncRNA-MUF acts as a ceRNA by sponging miR-34a and regulates Snail1 expression. **(A)** Low expression of miR-34a in grade IV GBM as compared to lower-grade gliomas (p = 0.0038). Red bar represents miR-34a expression in the WHO grade II group, green bar represents miR-34a expression in WHO grade III, and blue bar represents miR-34a expression in the WHO grade IV glioma group. **(B)** Kaplan–Meier survival analysis showed that a high miR-34a expression was correlated with better survival in primary and recurrent GBM patients identified from the CGGA database (p = 0.016). Red line represents the high miR-34a expression group, and green line represents the low miR-34a expression group. **(C)** Downregulation of lncRNA-MUF transcript levels upon miR-34a overexpression measured by qRT-PCR in T98G and U87-MG cells. **(D)** Luciferase activity assay demonstrated that lncRNA-MUF could bind with miR-34a; relative luciferase activity was measured in HEK293T cells co-transfected with miR-34a-5p mimics and pmiRGLO-lncRNA-MUF constructs. Luminescence signals were measured 30 h post-transfection using dual luciferase assay. Data are shown as mean ± S.D. of three independent experiments; *p < 0.05. **(E)** Downregulation and upregulation of Snail1 protein levels upon treatment with miR-34a mimics and miR-34a inhibitor, respectively. T98G and U87-MG cells transfected with 80 nM of negative control mimics/inhibitor and miR-34a mimics/inhibitor. 48 h post-transfection protein lysates were collected, and Snail1 protein levels were analyzed by Western blotting. A representative blot is shown from three independent experiments with similar results. Blots were reprobed for β-actin to establish equivalent loading. **(F)** Rescue of Snail1 protein levels caused by lncRNA-MUF knockdown in T98G and U87-MG glioma cells upon miR-34a inhibition. A representative blot is shown from three independent experiments with similar results. Blots were reprobed for β-actin to establish equivalent loading. **(G)** Rescue of invasion caused by lncRNA-MUF knockdown in T98G and U87-MG glioma cells upon miR-34a inhibition. **(H)** Quantification of invaded cells upon lncRNA-MUF knockdown and miR-34a inhibition in T98G and U87-MG cells. # Significant decrease from C-si-MUF-1 transfected cells (p < 0.05).

Since miR-34a has a well-established tumor-suppressor role in several cancers, including GBM (36), we first evaluated its expression in glioblastoma tissue using the CGGA dataset. Expression of miR-34a is lowest in grade IV GBM (p = 0.0038) (**Figure 6A**). In addition, the Kaplan–Meier survival curve demonstrates that high expression of miR-34a positively correlates with better survival of glioma patients (p = 0.016) (**Figure 6B**). To understand the impact of miR-34a on lncRNA-MUF regulation, we first determined its levels upon miR-34a overexpression using miRNA mimics. We observed a significant ~40%–50% reduction in lncRNA-MUF expression in T98G and U87-MG cells upon treatment with miR-34a mimic (**Figure 6C**). Snail1 is a well-known target of miR-34a; consistent with this, we observed that transfection of miR-34a mimics in T98G and U87-MG glioma cells significantly reduced Snail1 protein levels and knockdown of miR-34a using miRNA inhibitors reversed this effect (**Figure 6E** and **Figure S7B**). Given that miR-34a targets lncRNA-MUF and Snail1 expression and because we observed downregulation of Snail1 upon lncRNA-MUF depletion, we explored if lncRNA-MUF could act as a ceRNA to sponge miR-34a for stabilizing Snail1 to regulate invasion in glioma cells. Invasion analysis revealed that reduction in invasion upon lncRNA-MUF knockdown is significantly reversed upon co-transfection with the miR-34a inhibitor (**Figures 6G, H**). Moreover, in accordance with the role of miR-34a in the regulation of invasion by Snail1, we observed that the miR-34a inhibitor significantly restores Snail1 downregulation caused by lncRNA-MUF depletion (**Figure 6F** and **Figure S7C**). These experiments indicate that TGF-β induced lncRNA-MUF sponges miR-34a to promote Snail1-induced invasion (**Figures 6G, H**).

## 4 Discussion

Glioma is the most lethal and invasive malignant brain neoplasm with a poor prognosis and frequent recurrence after surgery. Prominent features of GBM that contribute to recurrence include the presence of glioma stem cells, resistance to TMZ, and invasion (25, 37). TGF-β secreted by glioma cells confers them with an aggressive pro-invasive phenotype and TMZ resistance (9). TGF-β induces the expression of several lncRNAs (LINC00645, LINC00115, UCA1, lnc-ATB) through the canonical or non-canonical signaling pathway to promote glioma progression (22–24, 30). Nie et al. identified eight differentially regulated lncRNAs (H19, HOXD-AS2, LINC00635, LINC00277, RP11-196G11.2, LINC00152, MALAT1, and LOC100506207) in D54, P-GBM2 cells (9). They demonstrated that H19 and HOXD-AS2 confer TMZ resistance by regulating miR-198 biogenesis by competing with KSRP (9). LINC00115 regulates glioma stem cell tumorigenicity by enhancing ZNF596 by preventing the binding of miR-200 to the 5′ UTR of ZNF596 (25).

We identify several novel differentially expressed lncRNAs upon TGF-β treatment using a genome-wide microarray screen in T98G cells. 

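Supplementary Table 2 lists 91 lncRNAs, 50 of them higher and 41 lower by the paper's fold changes. Probes of 88 of these names were tested, and by the brightest probe of each, 86 changed in the direction the paper gives. By that probe and in that direction, 80 of the 88 passed the fold cutoff at an unadjusted limma p under 0.05 and 55 at a limma adjusted p under 0.05, while 84 had at least 1 probe past the study threshold and 4 had none. Across these lncRNAs the log2 fold changes and the paper's fold changes were ranked alike (Spearman's rho 0.921; genes are not independent replicates, and the paper chose the list on these arrays). When only probes well above background on all 6 arrays were tested, 56 of the lncRNAs were left with the same direction.

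**Figure D2:**
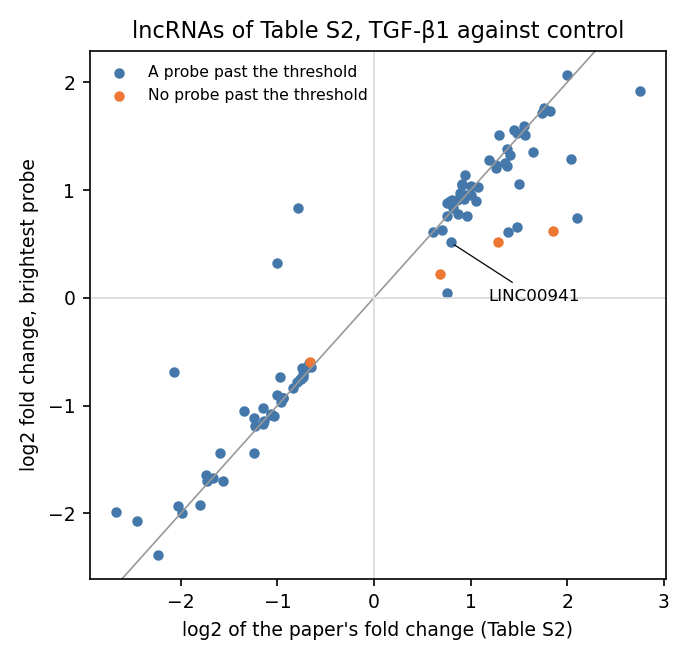
Log2 fold change of the brightest tested probe (vertical axis) against the log2 of the paper's fold change (horizontal axis) for the 88 tested lncRNAs of Supplementary Table 2, 1 point each, TGF-β1 against control in T98G cells. The grey diagonal marks equal values, and the 4 orange points have no probe past the threshold. Most points lie near the diagonal, and 2 of the 88 have opposite signs.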

Among the identified lncRNAs, we unveil the role of lncRNA-MUF in glioma pathobiology. LncRNA-MUF, also known as mesenchymal stem cell upregulated factor (lncRNA-MUF), promotes hepatocellular carcinoma by binding to ANXA2 to activate WNT/β-catenin signaling-mediated EMT (26). In addition, it sponges miR-34a in HCC cells leading to upregulation of Snail1 to promote EMT (26). We demonstrate that the levels of lncRNA-MUF are elevated in GBM tumor samples, and its expression is associated with poor survival and prognosis. This is consistent with the fact that the levels of lncRNA-MUF are also upregulated in gastric cancer, oral squamous cell carcinoma (OSCC), papillary thyroid carcinoma, colorectal cancer (CRC), lung cancer, colon cancer, and pancreatic cancer (32, 38–46).

ChIP-seq revealed that the lncRNA-MUF promoter upon TGF-β stimulation accumulates, activating H3K27ac marks (38). LncRNA-MUF induction by TGF-β in CRC cells is abrogated upon treatment with disitertide, an inhibitor of TGFβR1 (39). In line with these findings, we show that lncRNA-MUF induction by TGF-β is completely abrogated upon treatment with TGFβR1/smad 2/3 inhibitor SB505124 in glioma cells (**Figure 2C**). TGF-β-regulated lncRNA-MIR100HG regulates smad2/3 phosphorylation in prostate carcinoma (33). LncRNA-MUF also regulates the TGF-β signaling by preventing the SMAD4 degradation by competing with β-TrCP in CRC (39). We demonstrate for the first time that MUF downregulation attenuates TGF-β-induced phosphorylation of smad 2/3 in glioma cells. LncRNA-MUF promotes OSCC progression by mediating chromosome looping to the promoter of its cis gene, Caprin2, to activate the WNT/β-catenin signaling-mediated progression of OSCC (32). Although we observed a significant downregulation of the Caprin2 gene with lncRNA-MUF knockdown, we did not observe any change in the WNT/β-catenin signaling genes. Our results suggest that apart from regulating Caprin2 expression, lncRNA-MUF modulates the expression of several genes involved in the TGF-β pathway in glioma cells (vimentin, CTGF, c-Myc, and Snail1) with Snail1 as one of the primary targets. However, the mechanism of regulation of vimentin, N-cadherin, CTGF, and c-Myc by lncRNA-MUF needs further investigation.

LncRNAs act as endogenous miRNA sponges for binding to miRNAs or participating in the ceRNA regulatory network (35). The cross talk between miRNAs and TGF-β-induced lncRNAs regulates the EMT and tumor invasion in glioma (23, 25). miR-34a suppresses the proliferation and invasion in glioma (47). It is downregulated in human glioma tumors as compared to normal brain tissue (47). miR-34a has a potential tumor-suppressor role in glioma by targeting several oncogenes and also induces differentiation of glioma stem cells (47). Dai et al. recently reported that LINC00665 sponges miR-34a, which targets the angiotensin II receptor type I (AGTR1) gene to impede glioma malignancy (48). Several studies have reported that Snail1 is a direct target of miR-34a (36, 49, 50). Snail1 is a crucial transcription factor that promotes tumor cell invasion and EMT (51). Snail1 is often upregulated in glioma, and high expression of Snail1 is associated with poor survival of glioma patients (52). We observed a positive correlation between MUF and Snail1 expression in GBM tumor samples (**Figure S7D**). We also show that lncRNA-MUF depletion in glioma cells results in reduced migration and invasion, and lncRNA-MUF promotes GBM invasion by acting as an endogenous sponge for miR-34a and causing stabilization of its target Snail1 (**Figure 6G**). In addition, we show that loss of lncRNA-MUF expression reduces cell proliferation, induces apoptosis, and sensitizes glioma cells to TMZ-induced cell death. Our findings suggest that the TGF-β-regulated lncRNA-MUF/miR-34a/Snail1 signaling axis is a critical regulator of invasion in GBM (**Figure 7**). Our results warrant further preclinical studies on lncRNA-MUF using low-passage glioma patient-derived cell models, glioma stem cells, and *in vivo* models to firmly establish its role as a therapeutic target for GBM.

**Figure 7:**
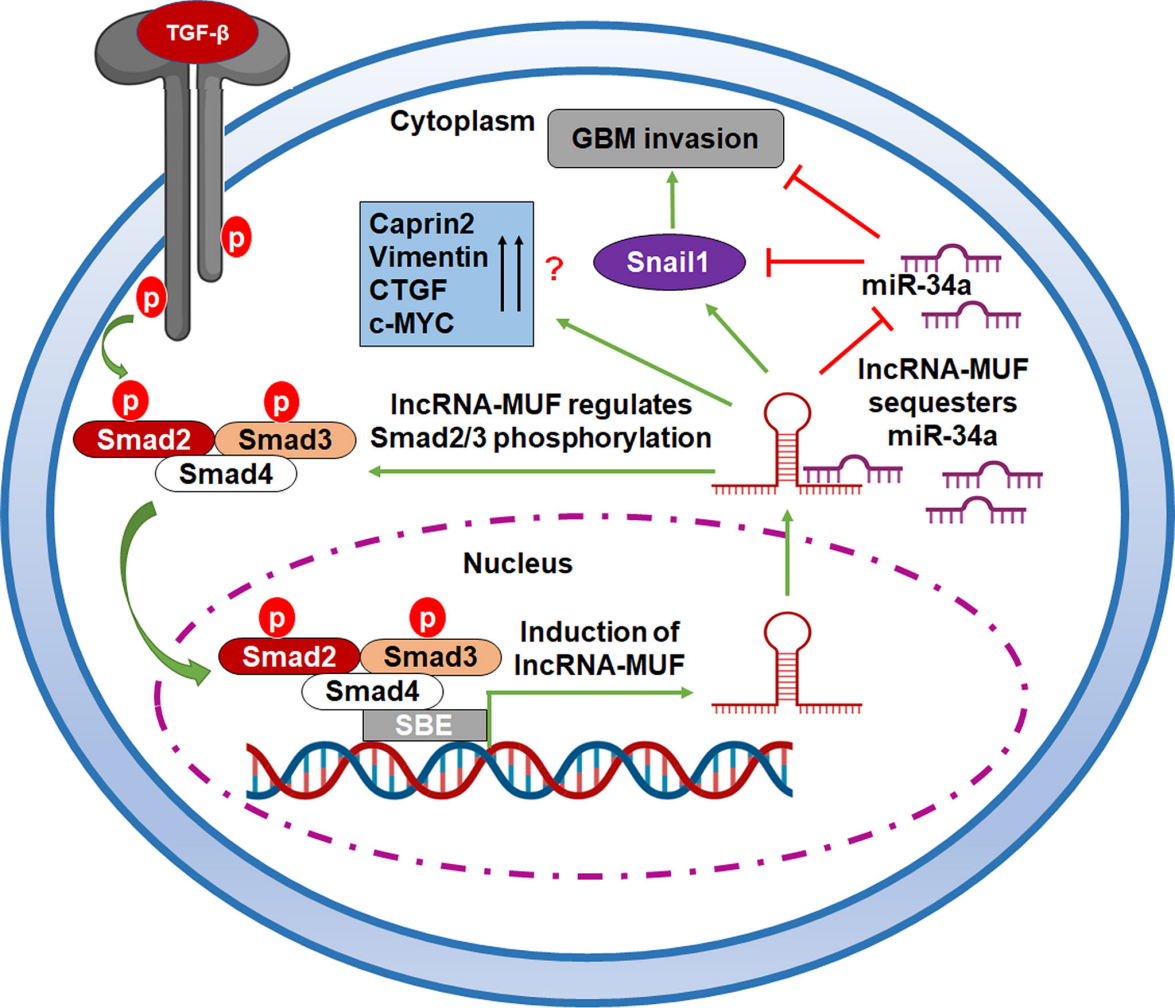
A working model of TGF-β-activated lncRNA-MUF-driven glioma invasion. LncRNA-MUF is activated through the canonical TGF-β pathway, and it in turn regulates the phosphorylation of Smad2/3. It sequesters miR-34a from its binding target, Snail1, resulting in enhanced Snail1 expression and glioma invasion through the lncRNA-MUF/miR-34a/Snail1 signaling axis.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the following: https://www.ncbi.nlm.nih.gov/, GSE183211.

## Author Contributions

BS: conceptualization, methodology, validation, formal analysis, investigation, visualization, writing—original draft. ST: methodology, validation, investigation, visualization. VS: conceptualization, methodology, investigation, visualization, formal analysis, resources, supervision, project administration, funding acquisition, writing—original draft, review, and editing. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by extramural grants from the Government of India (DST-SERB ECR/2017/001953 and DBT-RLS 102/IFD/SAN/3499/2016-17) and intramural funds from an OPERA grant from BITS Pilani to VS. BS is supported by an SRF from ICMR No. 2020-7940/GEN-BMS.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transforming Growth Factor-Beta-Regulated LncRNA-MUF Promotes Invasion by Modulating the miR-34a Snail1 Axis in Glioblastoma Multiforme
**Source:** Front Oncol. 2022 Feb 8;11:788755. doi: 10.3389/fonc.2021.788755
**Supplement:** Supplementary file 1

**Supplementary figures and tables**

**Figure S1A. qRT-PCR validation of differentially expressed mRNAs upon TGF-β1 treatment** **identified from microarray screen.**

**
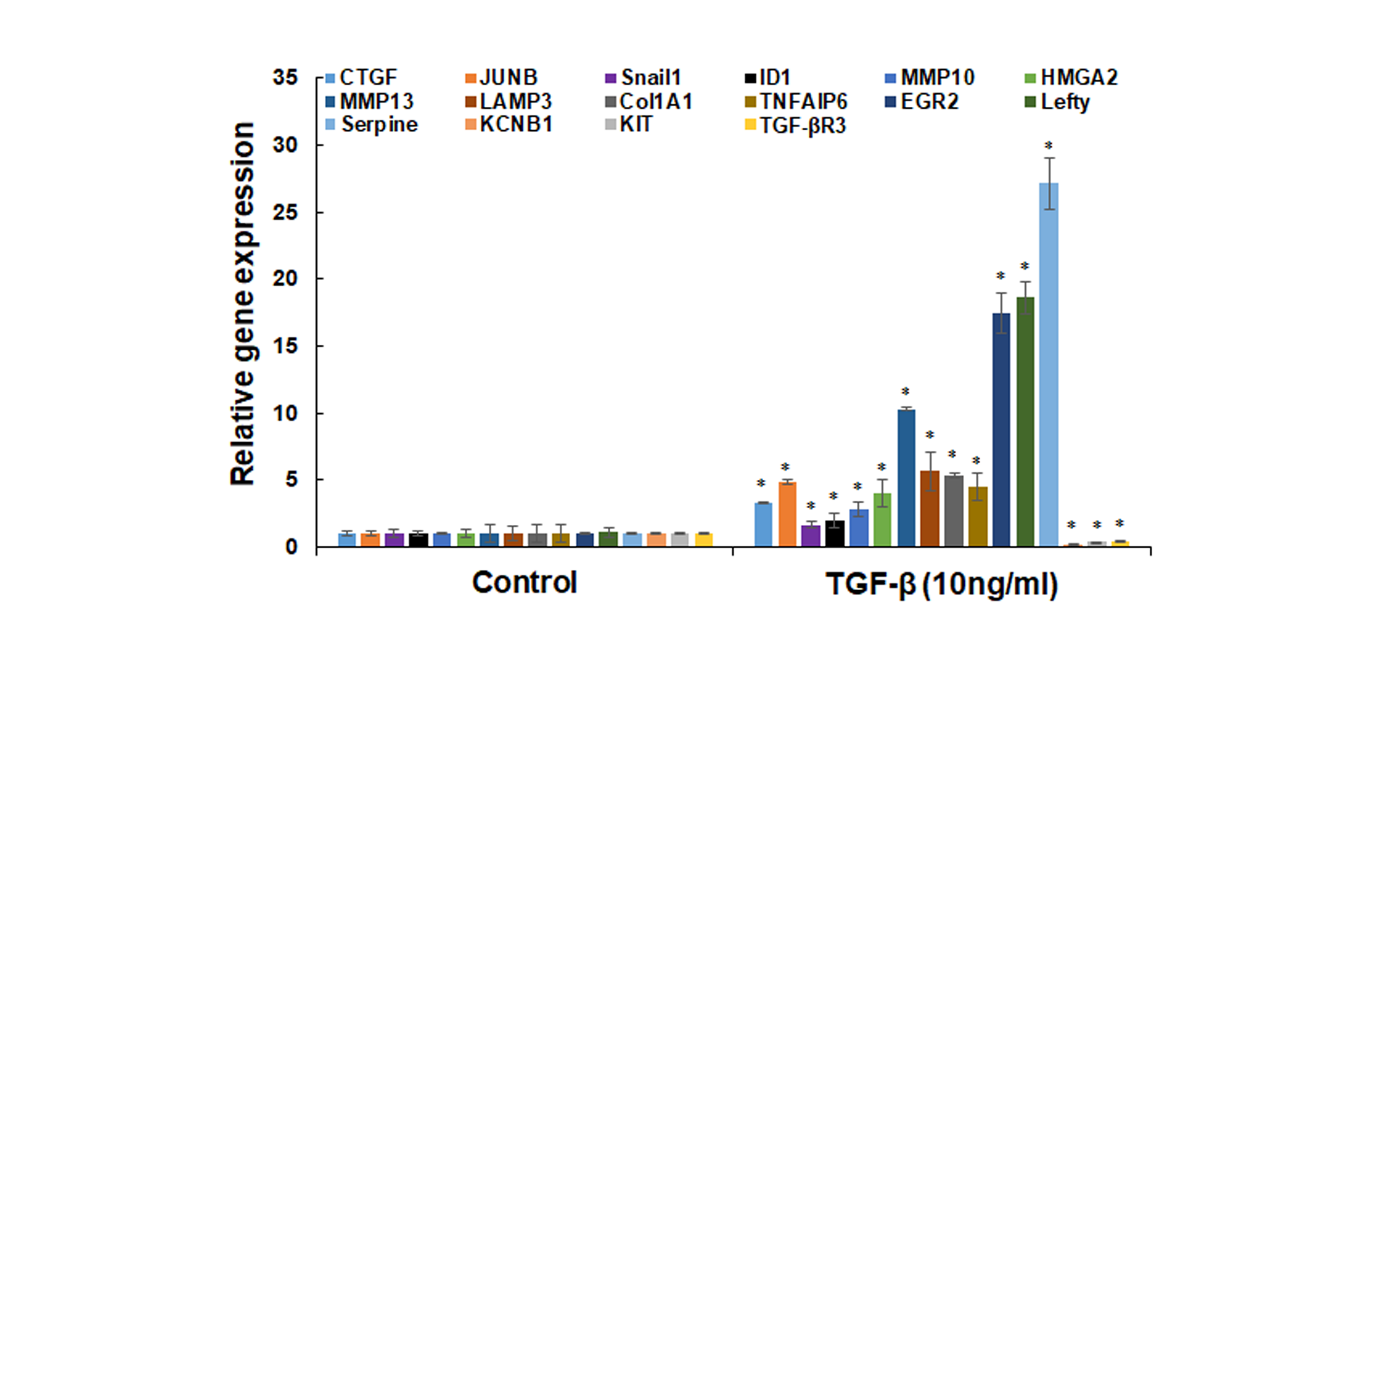
**

Human T98G glioma cells were treated with 10 ng/ml of TGF-β1 (24h) and transcript levels were measured using qRT-PCR, and error bars represent the mean ± SEM from three independent experiments. *Significant change compared to control cells (p < 0.05).

**Figure S1B. Levels of lncRNA MUF were significantly higher in GBM samples than normal brain tissues (p=6.3e-^15^) identified from CGGA database.**

**
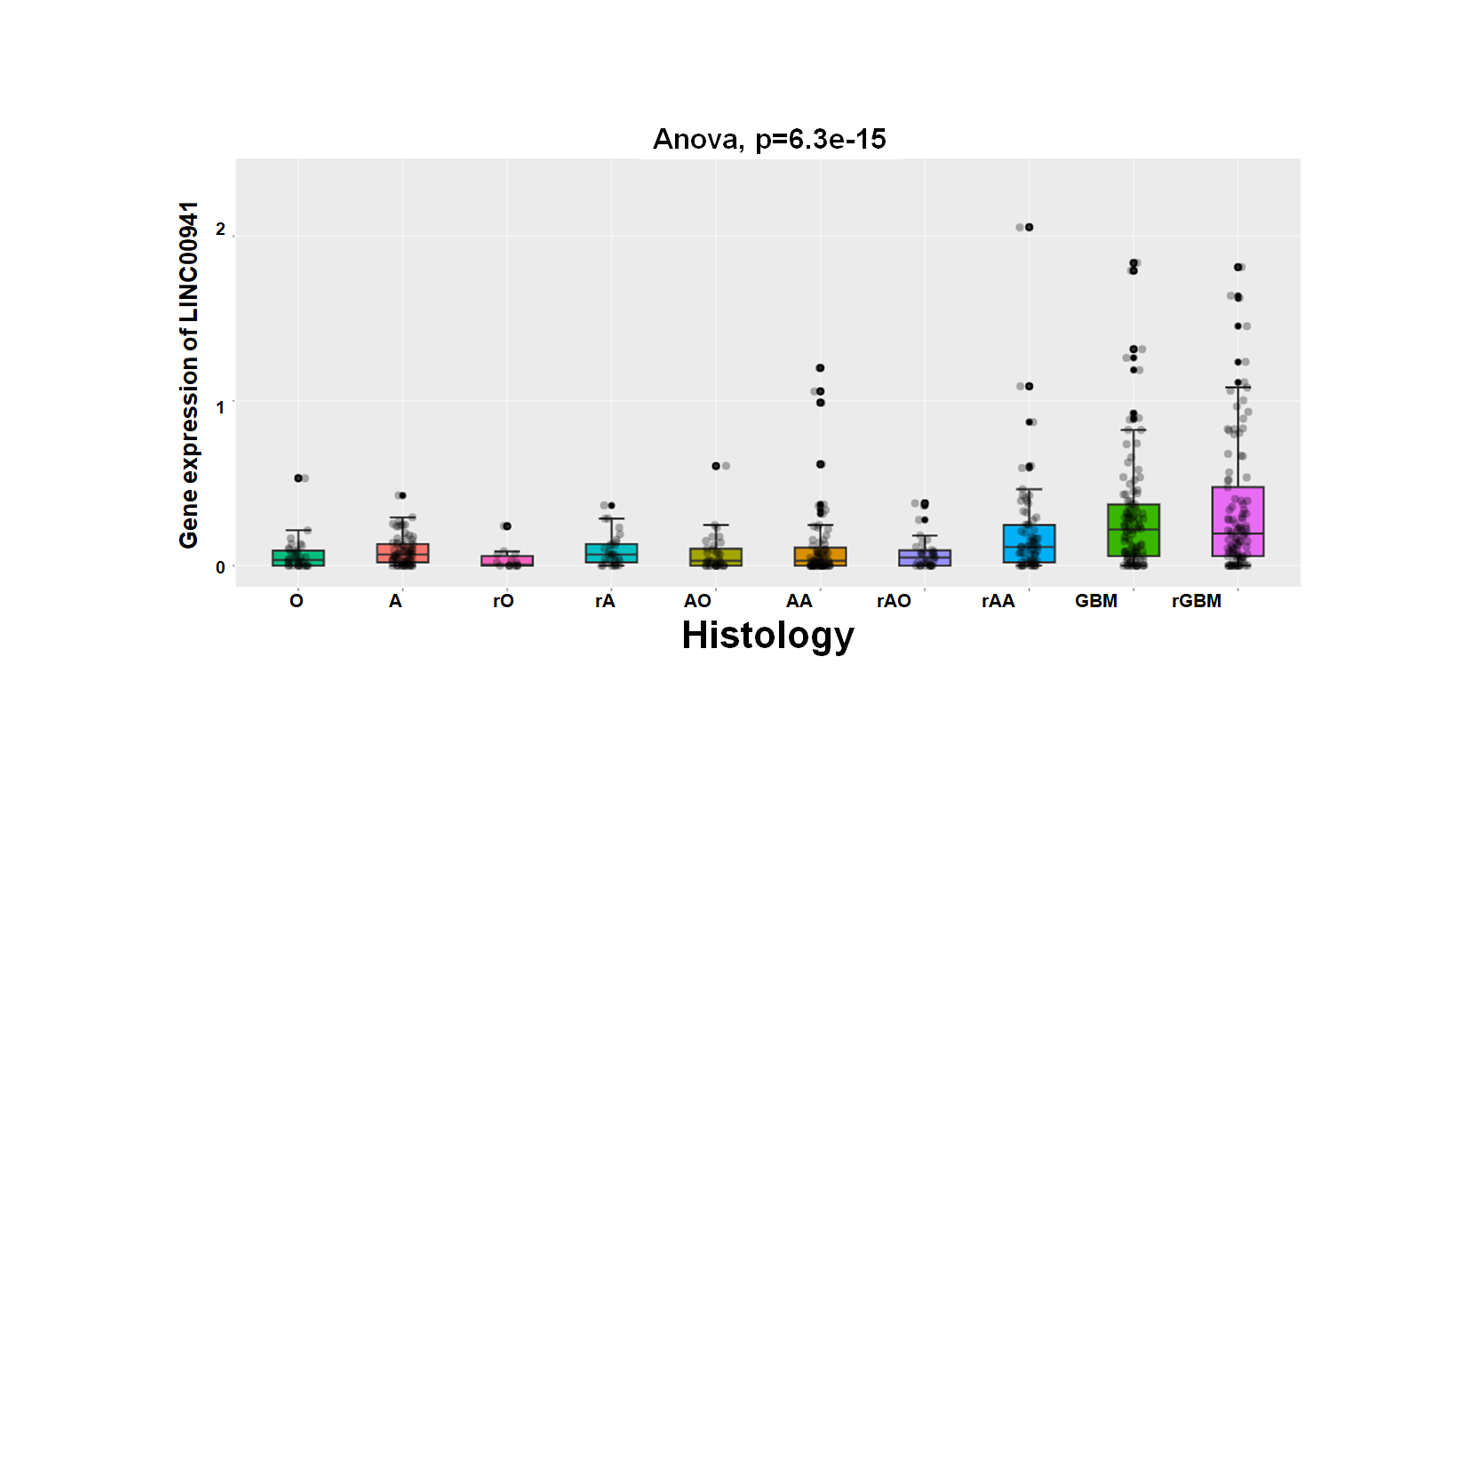
**

LncRNA-MUF levels were significantly higher in GBM samples than normal brain tissues (p=6.3e-^15^) identified from CGGA database; O – oligodendrocytoma; A – astrocytoma; rO – recurrent oligodendrocytoma; rA – recurrent astrocytoma; AO - anaplastic oligodendroglioma; AA - anaplastic astrocytoma; rAO – recurrent anaplastic oligodendroglioma; rAA – recurrent anaplastic astrocytoma; GBM – glioblastoma multiforme; rGBM – recurrent glioblastoma multiforme.

**Figure S2A. qRT-PCR of lncRNA-MUF with different doses of TGF-β1 treatment in T98G GBM cells**

**
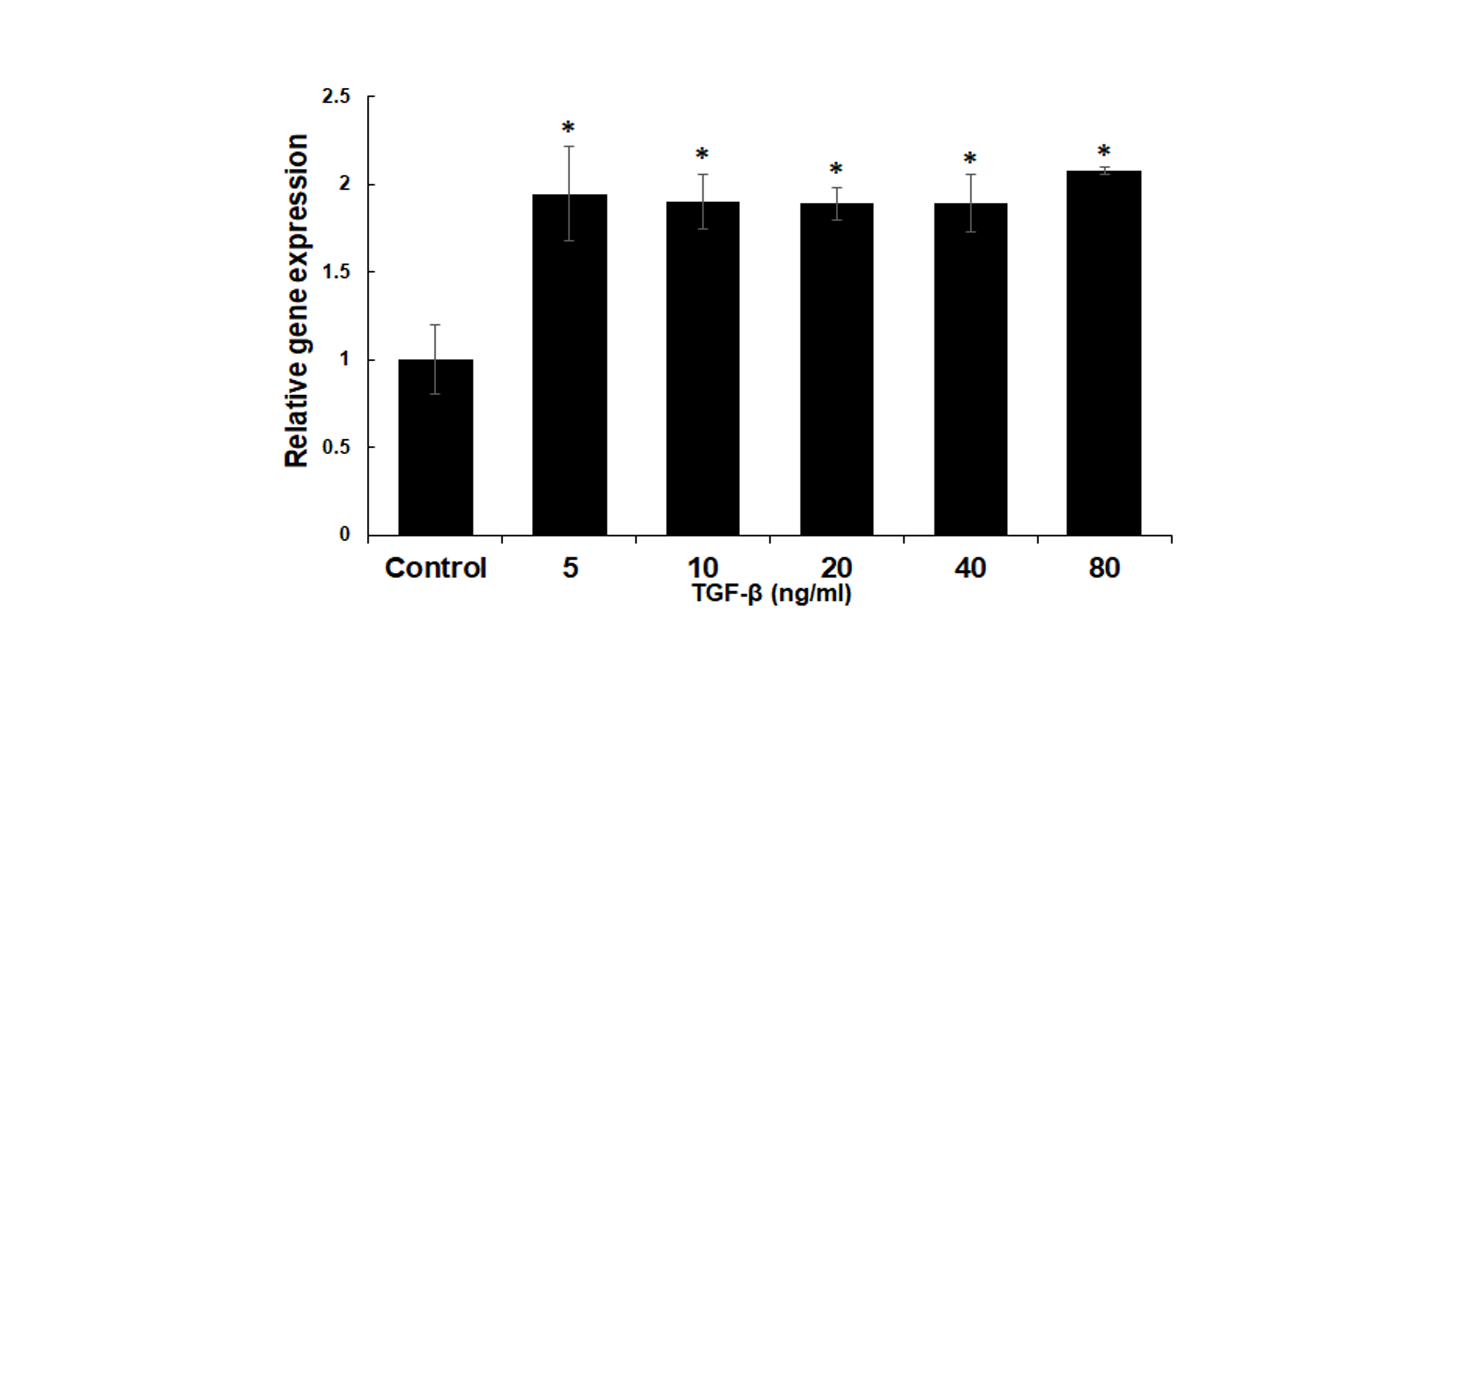
**

LncRNA-MUF induction upon TGF-β1 treatment is not dose dependent. Cells were treated with the indicated concentration of TGF-β1 for 24 h and analyzed for lncRNA-MUF expression by qRT-PCR.

**Figure S2B. Fractionation of GBM cells followed by qPCR to determine the localization of lncRNA–MUF.**

**
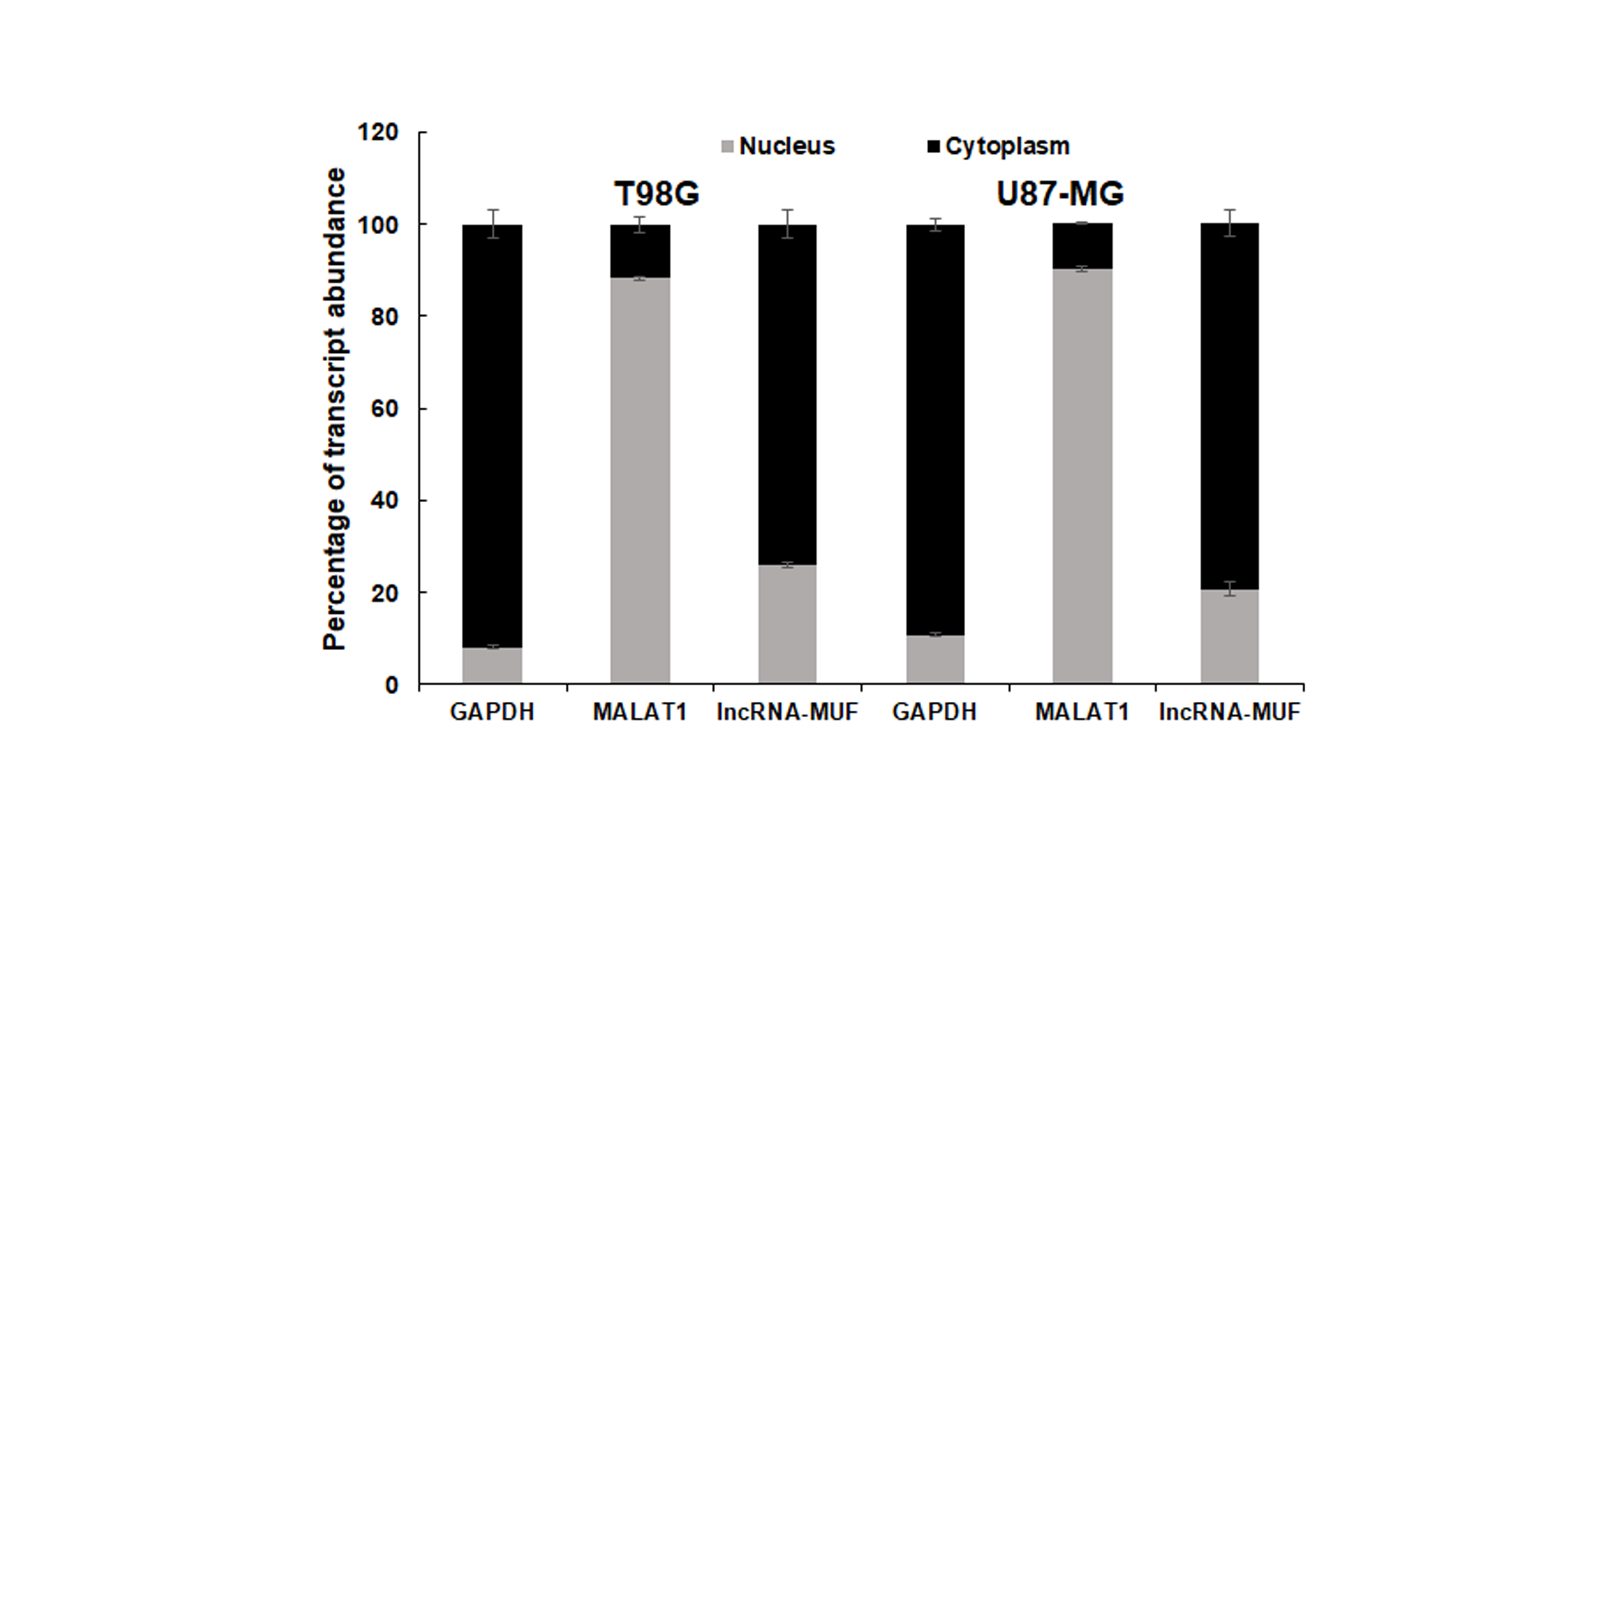
**

LncRNA-MUF is localized primarily in the cytoplasm. GAPDH served as control for cytoplasmic fraction; MALAT1 was used as control for nuclear fraction.

Data are shown as mean ± SD of three independent experiments

**Figure S2C. Luciferase reporter assay for lncRNA-MUF promoter with TGF-β treatment.**

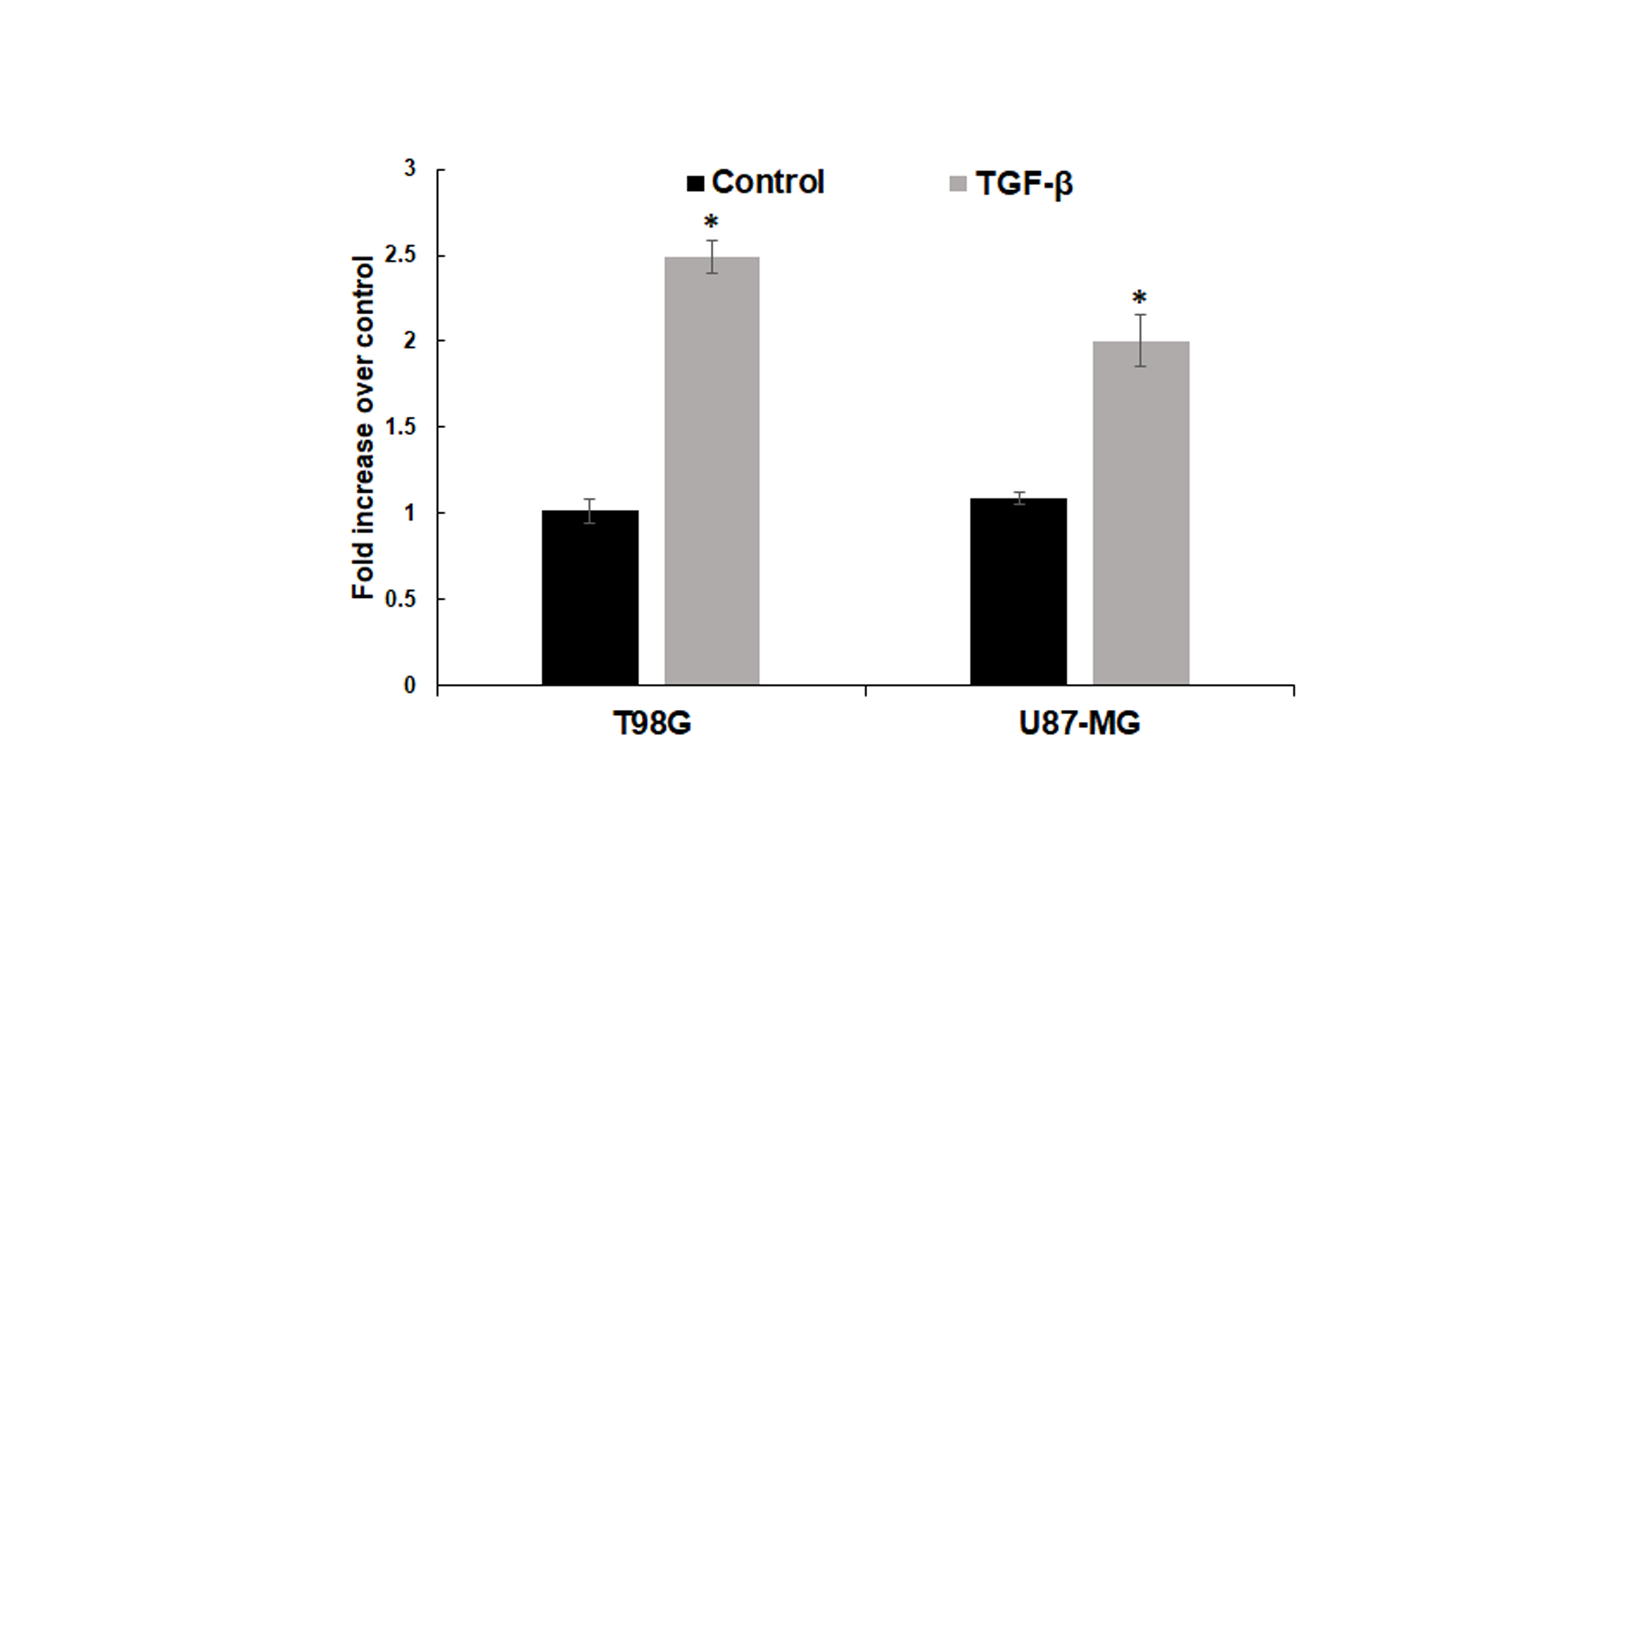

Following transfection of T98G and U87-MG glioma cells with reporter constructs containing -734 bps promoter region of lncRNA-MUF, cells were treated with TGF-β for 24h and the promoter activity was determined.

Data are shown as mean ± SD of three independent experiments

**Figure S3. siRNA mediated knock-down of lncRNA MUF in T98G and U87-MG cells. LncRNA MUF expression was efficiently knocked-down by siRNAs (~ 85% by si-MUF1 and ~ 67 % by si-MUF1) in U87-MG and T98G cells as detected by qRT-PCR assays.**

**
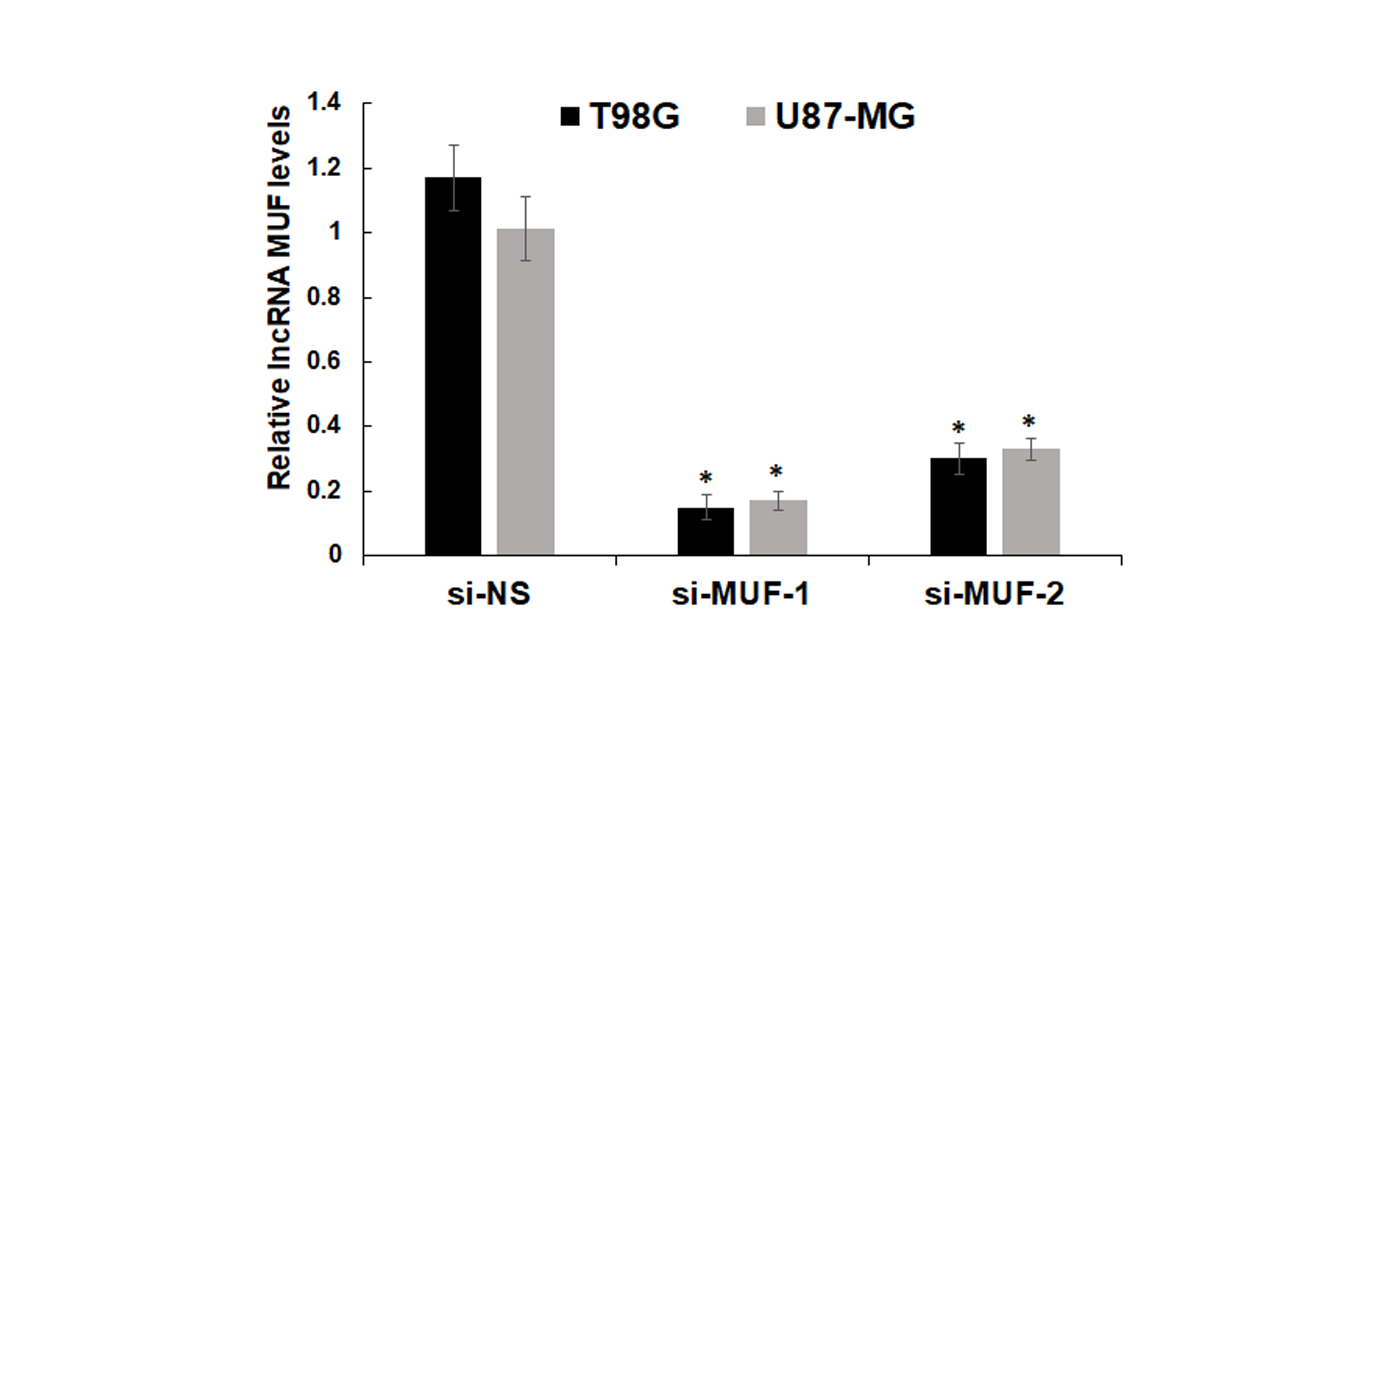
**

siRNA mediated knock-down of lncRNA-MUF in T98G and U87-MG cells. LncRNA-MUF expression was efficiently knocked-down by siRNAs (~ 85% by si-MUF1 and ~ 67 % by si-MUF1) in U87-MG and T98G cells as detected by qRT-PCR assays. Values represent mean ± SEM from three independent experiments. *Significant change compared to cells transfected with control siRNA (si-NS) (p < 0.05).

**Figure S4. Effect of lncRNA-MUF knock-down in glioma cells.**

**
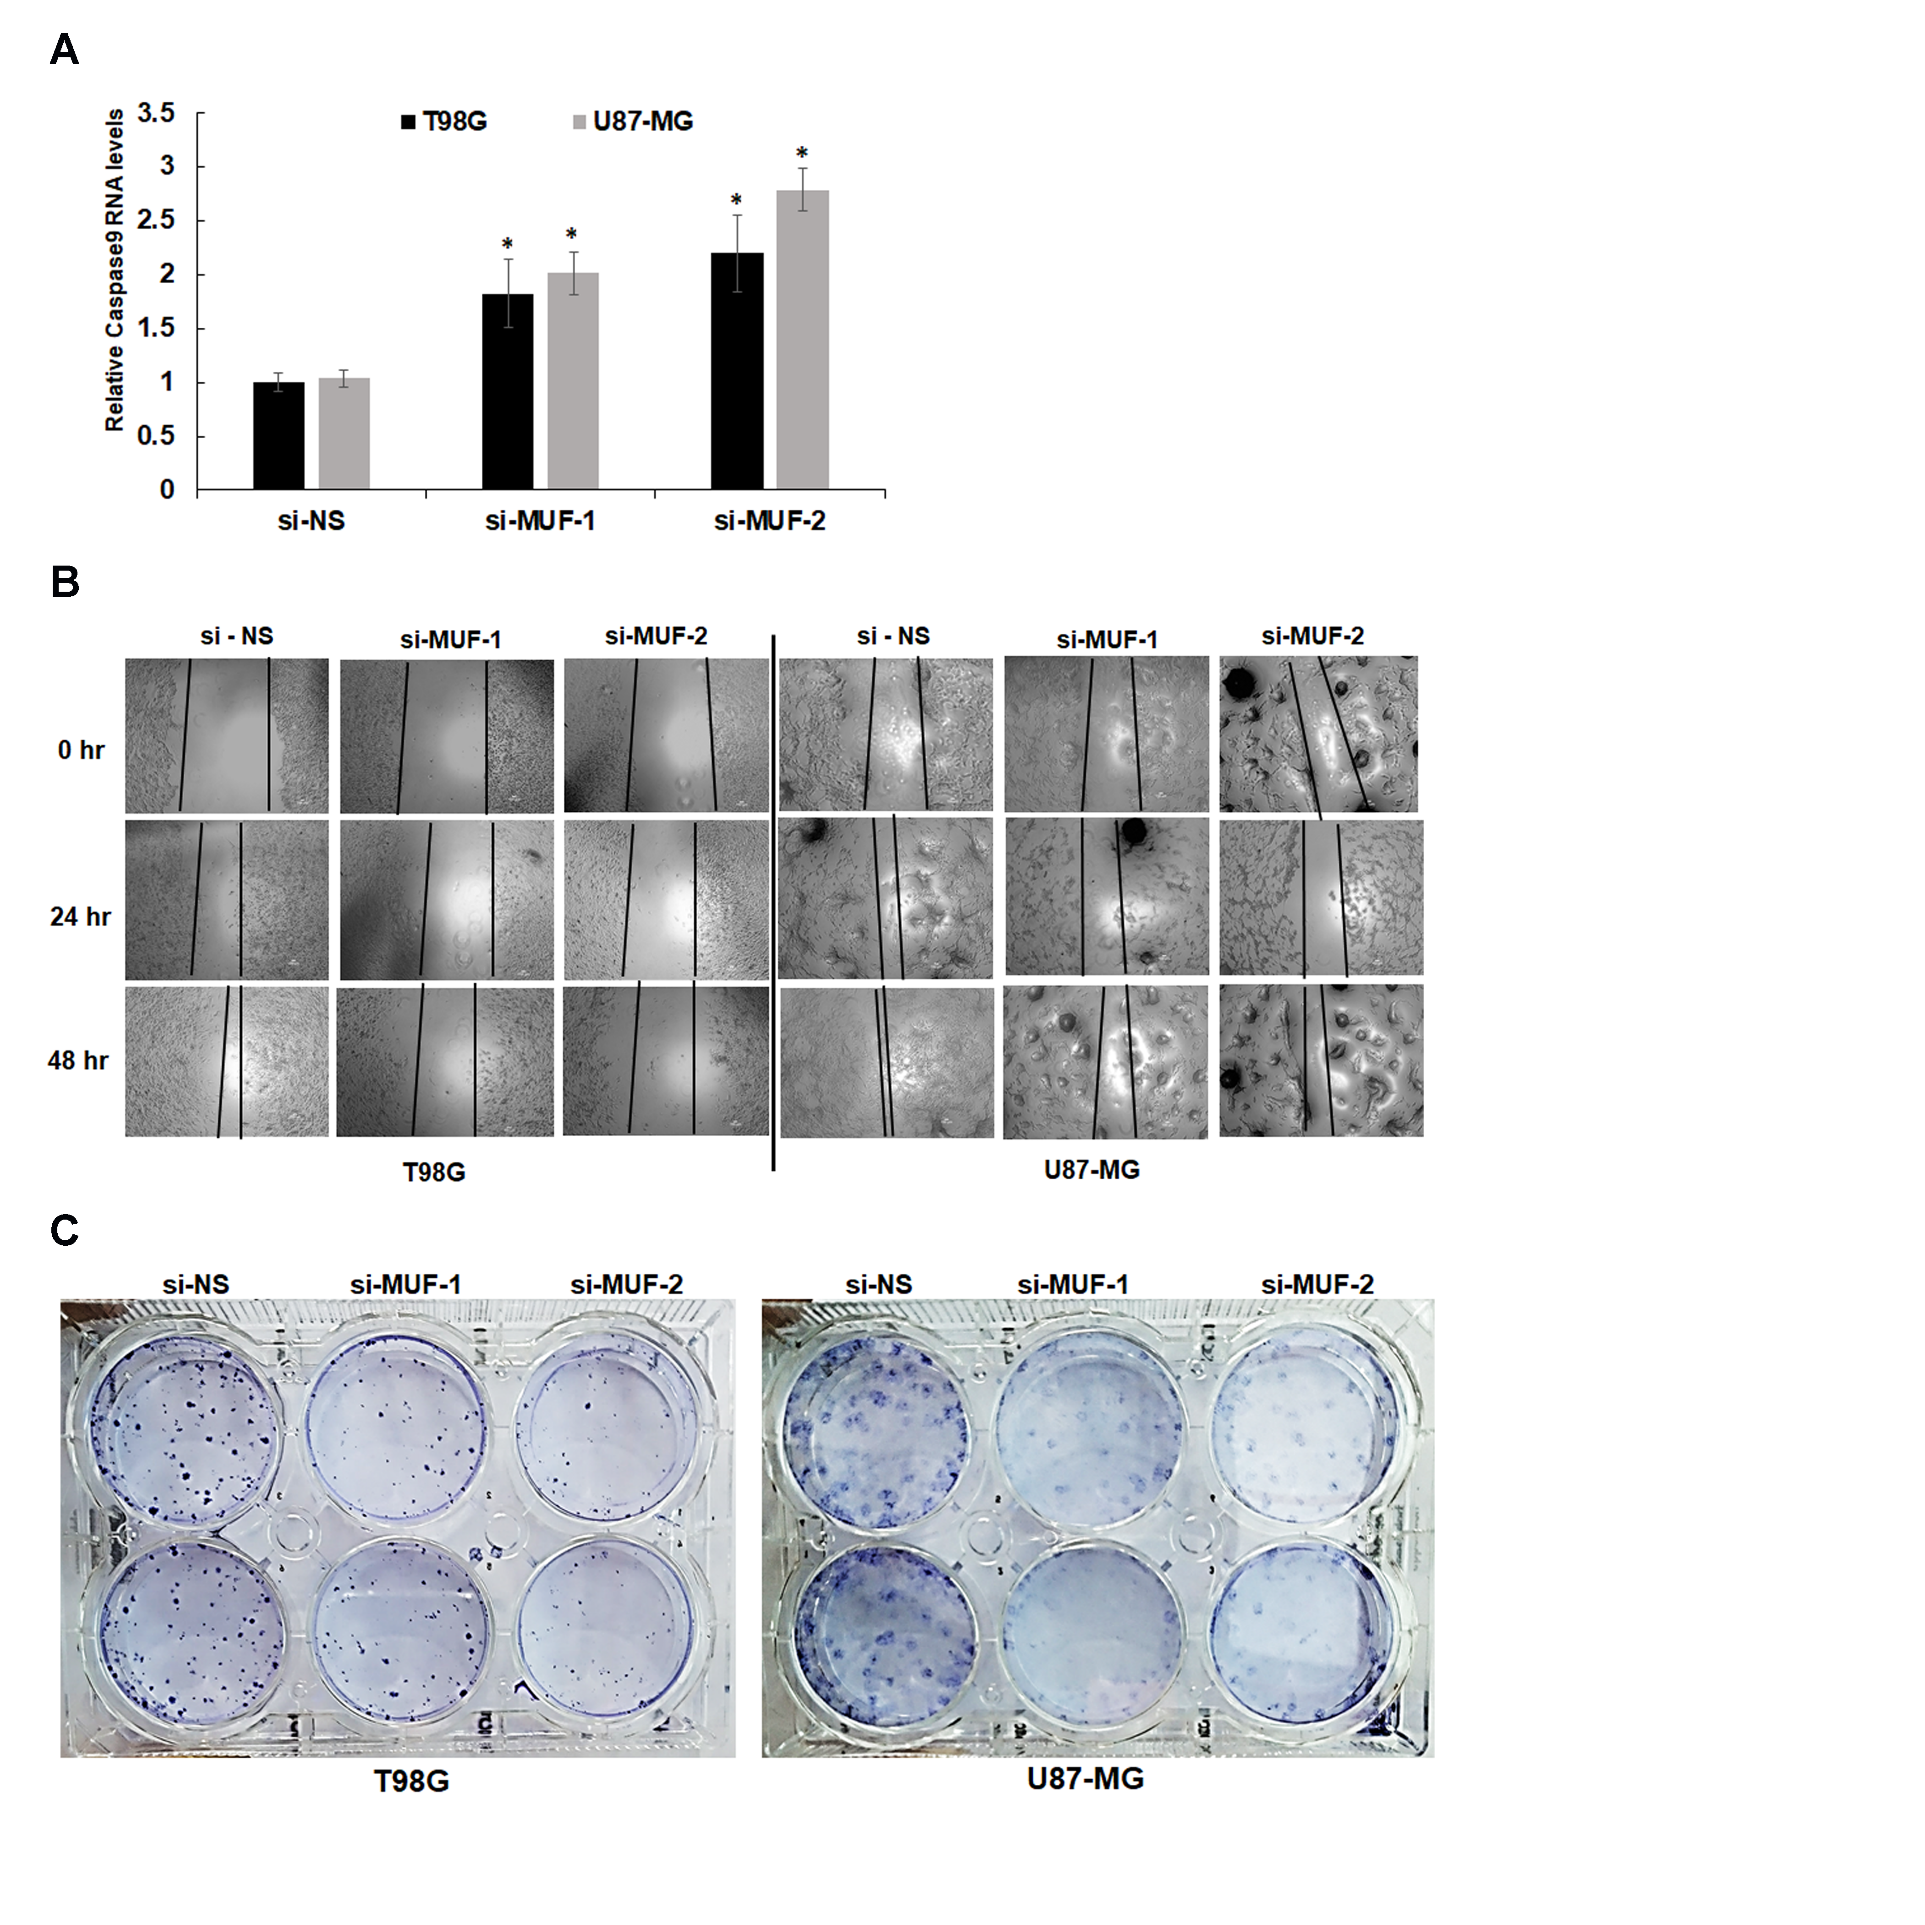
**

1. Knock-down of lncRNA-MUF shows increased caspase 9 mRNA levels in T98G and U87-MG glioma cells measured by qRT-PCR assay.
2. Representative images of reduced migration ability of T98G and U87-MG GBM cells with lncRNA-MUF knock-down.
3. Representative images of reduced colony formation ability of T98G and U87-MG GBM cells with lncRNA-MUF knock-down.

*Significant change compared to cells transfected with control siRNA (si-NS) (p < 0.05).

**Figure S5. Effect of lncRNA-MUF knock-down on cis and trans gene expression.**

**
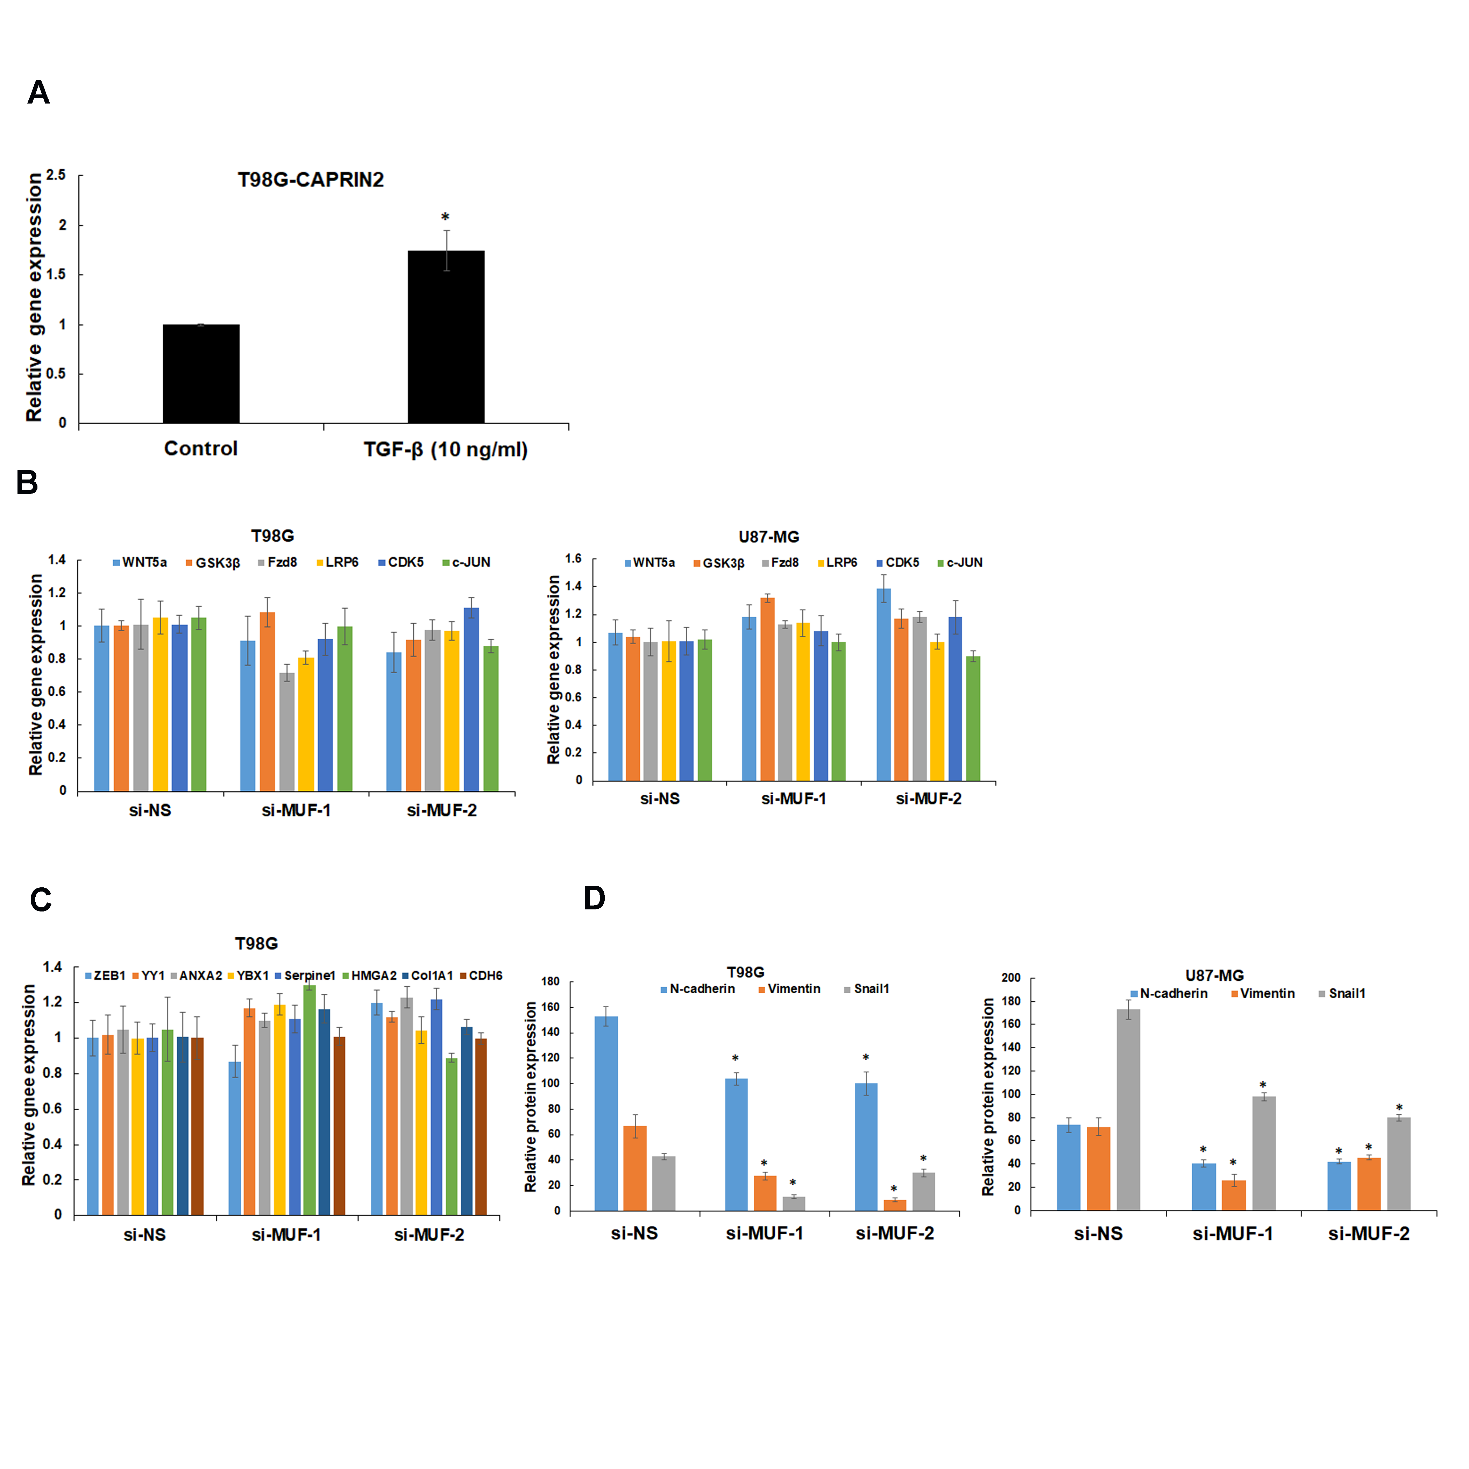
**

1. Relative mRNA levels of Caprin2 gene with TGF-β1 treatment in T98G cells identified by qRT-PCR assay.
2. Gene expression of Wnt/ β-catenin target genes upon lncRNA-MUF knock-down measured by qRT-PCR assays.
3. Gene expression of TGF-β target genes upon lncRNA-MUF knock-down measured by qRT-PCR assays.
4. Quantification of EMT markers protein levels from western blotting upon lncRNA-MUF knock-down using ImageJ software.

**Figure S6. Quantification of psmad2/3 proteins levels from western blotting upon lncRNA-MUF knock-down using ImageJ software.**

**
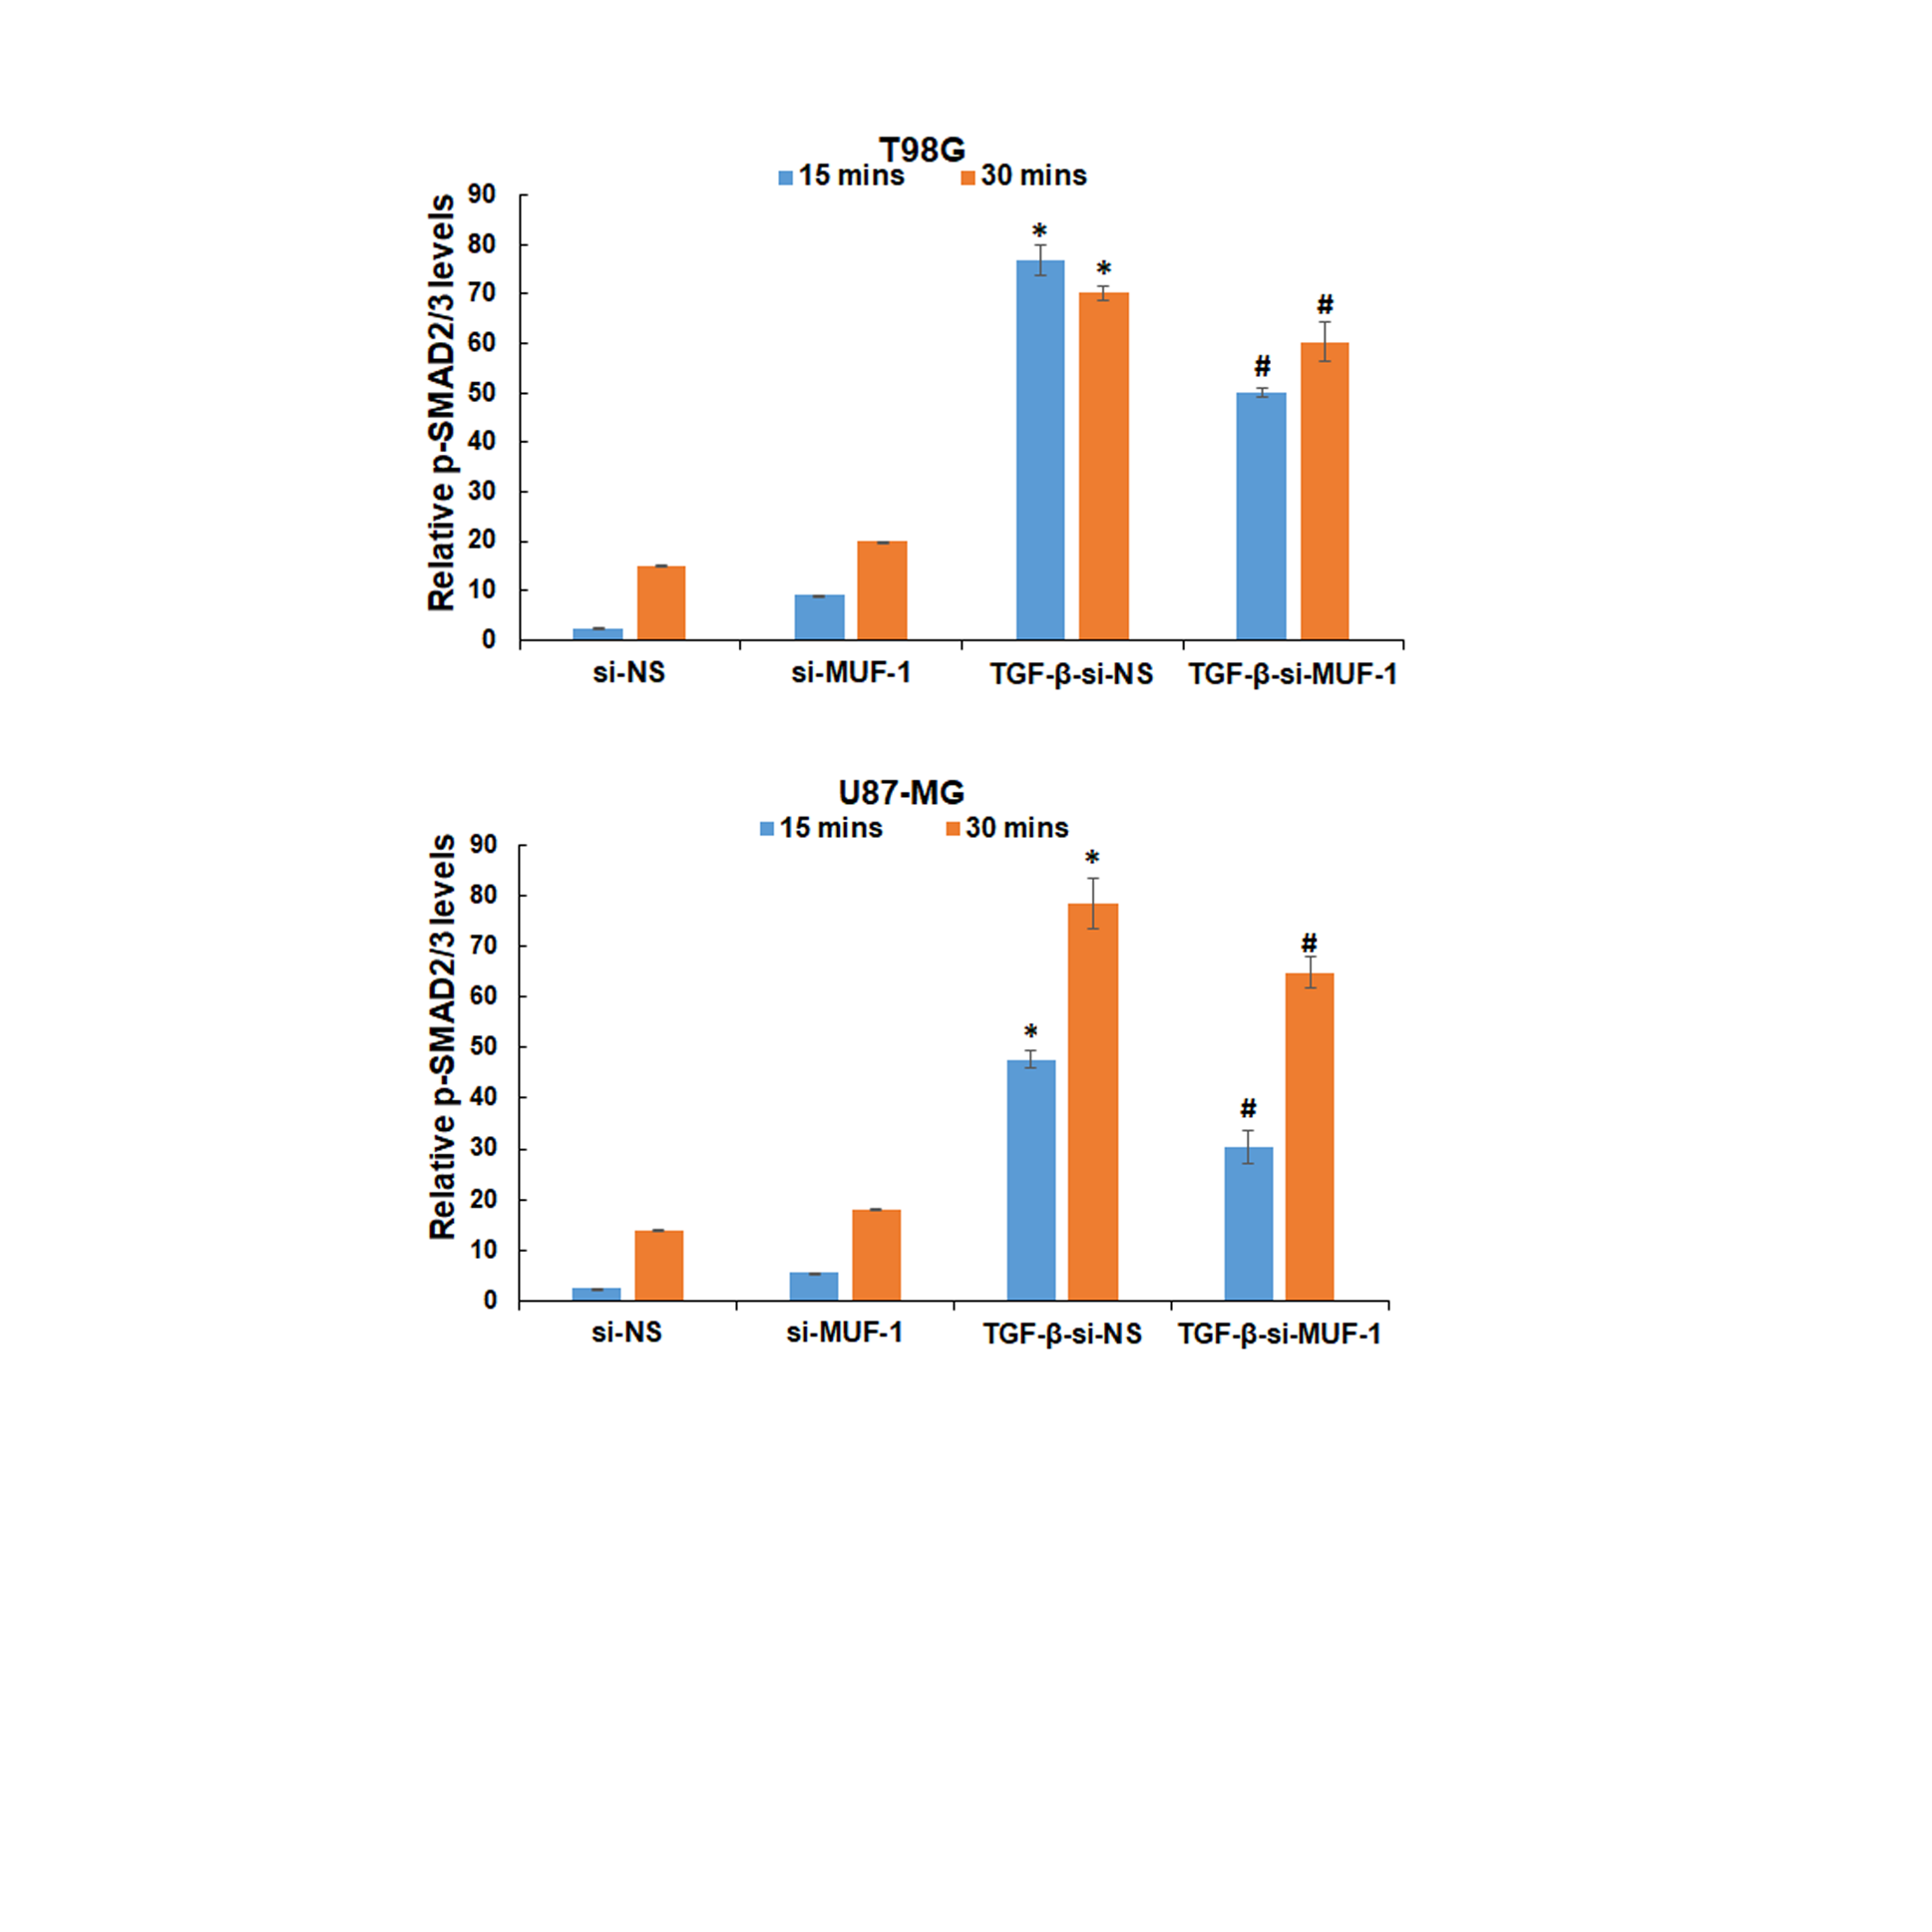
**

psmad2/3 proteins levels analysed by western blotting upon lncRNA-MUF knock-down and TGF-β1 treatment in T98G and U87-MG GBM cells

**Figure S7. LncRNA-MUF sponges miR-34a and promotes Snail1 expression and invasion in glioma.**

**
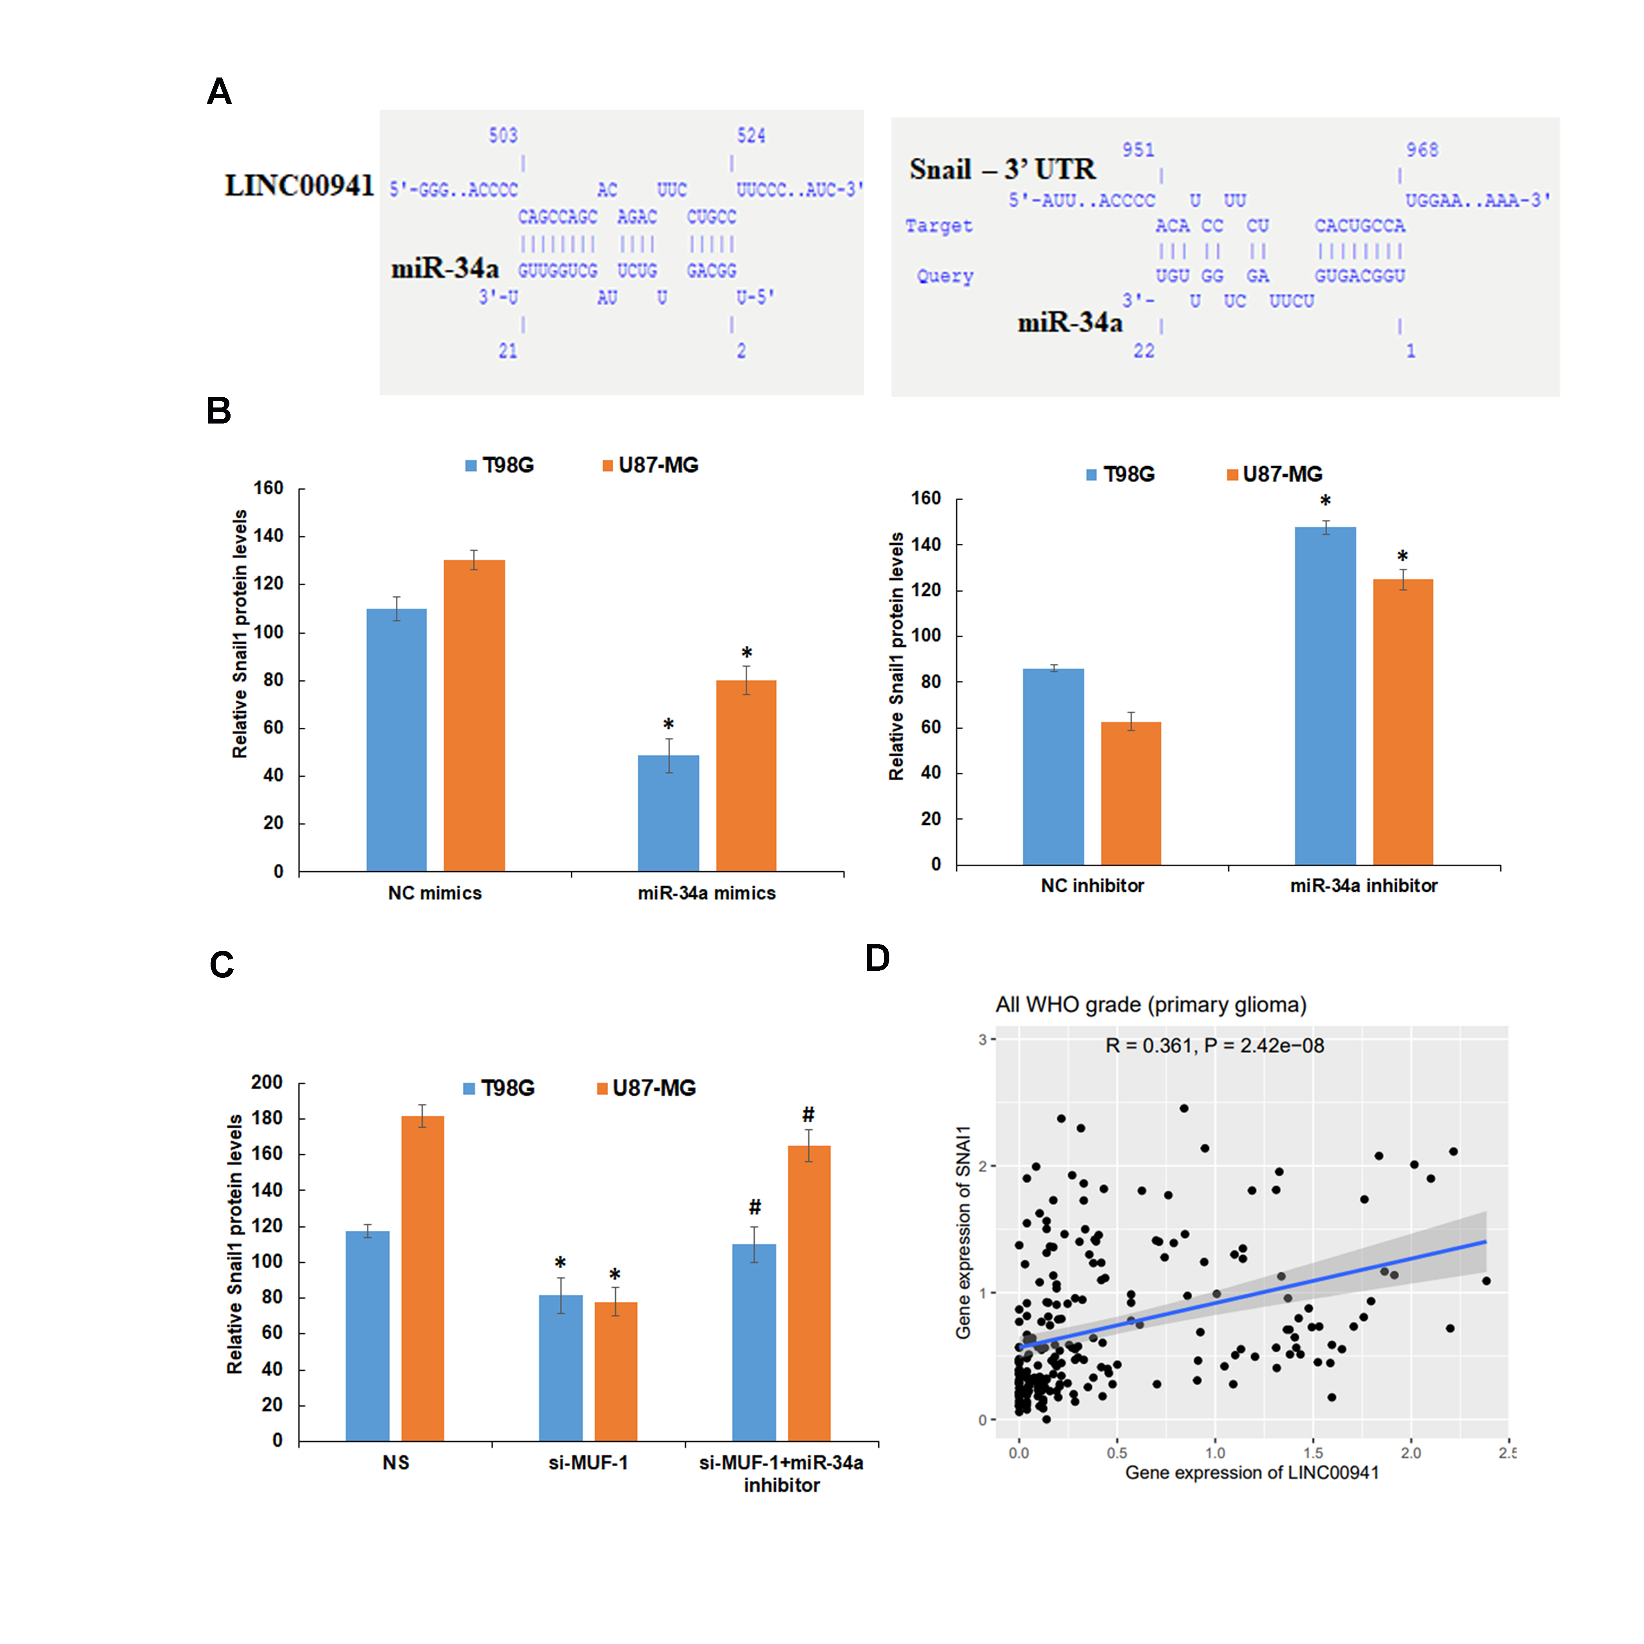
**

1. The predicted miR-34a binding sites on lncRNA-MUF and predicted miR-34a binding sites on Snail1 3’ UTR.
2. Quantification of Snail1 levels from western blotting upon miR-34a mimics and inhibitor transfection using ImageJ software.
3. Quantification of Snail1 levels from western blotting upon si-MUF-1 and miR-34a inhibitor transfection using ImageJ software.
4. Positive correlation between lncRNA-MUF and Snail1 expression in primary GBM samples identified from CGGA dataset (p=2.42^e-08^).

**Supplementary table I : List of primers used for qRT‐PCR**

**Supplementary table II : List of differentially expressed lncRNAs upon TGF-β1 (10 ng/ml) treatment in T98G GBM cells identified by microarray screen**

**List of differentially expressed mRNAs upon TGF-β1 (10 ng/ml) treatment in T98G GBM cells identified by microarray screen**

How the deposited data were processed for this re-analysis (not part of the article)

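RNA from T98G glioblastoma cells was measured in 6 samples, 3 control samples and 3 samples treated with TGF-β1 (10 ng/ml, 24 h), each on 1 one-colour Agilent array labeled with Cy3. The samples' titles and the series' design text name which are control and which treated, as the paper does; the free-text description of every sample, control samples included, mentions TGF-β, and was not used to assign conditions. The replicate numbers come from the same titles.

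The authors deposited, for each array, the intensity of every spot as written by Agilent Feature Extraction (version 11.5.1.1), with its background already subtracted and trends across the array removed, with dim spots set to a small positive value, and with no scaling between arrays. They also deposited a table of log2 values with 1 value per gene and array for 43315 gene names, made with GeneSpring GX. The paper's text does not name the normalization or the rule for combining probes. Set against the scanner files, the values of this deposited log2 table were, for at least 99.995% of 43314 shared gene names on each array and within a tolerance of 0.02, the mean of the log2 processed signal over those spots of a gene that were well above background on that array, or over all its spots where none were, minus the array's 75th percentile of these gene values. The spots averaged for a gene can thus differ between arrays, which was the case for 2699 genes. The deposited table was used as an alternative to the scanner files. The scanner files also hold the mean spot intensity and the local background, used for the normexp alternative, and flags of 0 or 1 per spot for outliers, saturation and signal well above background.

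From the scanner files, control spots and spots marked as non-uniform or population outliers were left out, the processed signal was taken to log2, the spots of a probe were averaged, and each array's 75th percentile was subtracted. The percentile was taken over probes detected on all arrays, since 44.2% to 47.0% of probes were well above background on an array. A probe was tested if it was well above background on all arrays of at least 1 group. Differences were tested with lmFit and eBayes of limma (version 3.58.1) in R (version 4.3.3), and adjusted p-values are Benjamini-Hochberg values over the 25580 tested probes. The study threshold is that of the methods, an absolute log2 fold change of 0.6 with an unadjusted p under 0.05. Figures and data reading used Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3) and matplotlib (version 3.10.9).

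A gene is a gene name of the arrays' annotation, 43317 in all. By accession and description 19810 were classed as lncRNA, 18830 as mRNA and 301 as small RNA, and 4376 were left unclassified; 388 names with both kinds of probe were counted as mRNA. A gene counts as past the threshold if any of its tested probes passes, with the direction of its passing probe of smallest p, and a single value for a gene is that of its brightest tested probe. Probes of 2 of the genes past the threshold passed in both directions. Apart from examples in the closing section, the genes named in the text are taken from every gene the paper names for the arrays or measured by qRT-PCR, the reference genes of its qRT-PCR, the lncRNAs of its introduction and discussion, and, for lncRNAs and for mRNAs, the 5 that rose most and the 5 that fell most among probes with an adjusted p under 0.05, well above background on all arrays, whose groups do not overlap; results of some of these are not reported. Names are those of the arrays' annotation; of 26463 RefSeq accessions there, 24778 were found in the RefSeq gene table of the GRCh38.p14 assembly, 2507 of them under another symbol, and only names were taken from that table. ENST00000409941, LOC107984476 and LINC00277 have no probe of that name. A probe not well above background on any array of a group has only a bound there, given as at least N-fold.

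The numbers of genes past the threshold were also counted for the other 9 ways of dividing the 6 arrays into groups of 3. Gene lists were tested with camera (preset correlation 0.01) and fry of limma on 1 probe per gene: TGF-β and SMAD feedback, NRF2 targets, cholesterol synthesis, interferon-stimulated genes and cell cycle genes, written down before the data were examined but after the paper's tables had been read. Exact permutation tests over 3 arrays against 3 cannot give a p below 0.1. The analysis was tested on simulated data with the real probes' means and spreads: of 200 probes changed by 0.8 to 3 on the log2 scale among 25576, 98.0% passed the study threshold and 86.5% the fold cutoff at an adjusted p under 0.05, while 218 unchanged probes, 91 of them lncRNA probes, passed the study threshold and 7 passed at the adjusted p; 1 of 5 lists had been raised, and 1 was called.

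Alternatives set before the data were examined were no background filter, testing only probes well above background on all arrays, normexp background correction (offset 50), quantile normalization, the 75th percentile over all probes, the authors' deposited log2 table, limma's trended and robust variance, unpaired and paired per-probe tests (the statistics section of the paper names the paired one in general), the replicate number as a block, the slide row as a block, leaving out each array in turn, a fold cutoff of 1.5, and 1 probe per gene. A selection rule rebuilt from Supplementary Table 2 and the mean of the LINC00941 probes were added after seeing the data. Supplementary Table 2 holds 488 entries with 486 different names, and 487 of the entries are in the deposited table. The qRT-PCR, knockdown, reporter and patient data of the paper were not analysed here.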

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

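The gene lists and their tests by camera and fry were set before the data were examined; of the tests of explanations below, those by normexp and slide row for the NRF2 targets, by the rebuilt selection rule and by the other ways to divide the arrays were chosen after the results they measure had been seen.

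The paper does not discuss targets of the transcription factor NRF2, a regulator of genes for glutathione and redox metabolism, and as a group they were lower after TGF-β1. Over 26 tested genes of the list the mean log2 fold change was -0.19 (median -0.17; camera adjusted p = 0.000103 and fry adjusted p = 0.00385 over 5 lists), with 4 genes higher and 22 lower. The mean of the list, taken against the mean of the control arrays, was -0.24, -0.17 and -0.16 on the TGF-β1 arrays and between -0.017 and 0.013 on the control arrays. Single genes changed little: 4 of the 26 were past a limma adjusted p under 0.05 over all probes and 5 adjusted over the list alone, and 3 are in Supplementary Table 2. The largest falls were those of OSGIN1 (-0.71), ALDH3A1 (-0.66), GCLC (-0.65) and NQO1 (-0.48), named after their values were seen. All changes are relative to each array's 75th percentile.

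A bias of the scaling that depends on signal would lower other genes of the same brightness alike. Against this, none of 10000 random lists matched on mean signal was as low (permutation p = 0.0001, the smallest that number of lists can give), and the central 95% of them lay between -0.07 and 0.09. A dependence on the background treatment is argued against by normexp, under which the list had a camera adjusted p = 3.57e-06 and a mean of -0.19. The position on the slide stays open: within slide row 1 the mean of the list was -0.24, but this rests on TGF-β1 replicate 1 alone. Of the 10 ways to divide the arrays into groups of 3, only 1, the real one, gave a camera p as small for this list, and with 10 ways chance cannot be excluded at 0.05. Lower activity of NRF2 after TGF-β1 may be the reason, as a hypothesis; NRF2 itself, its protein and its binding were not tested.

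Of the 647 genes past the fold cutoff at a limma adjusted p under 0.05, 238 are not in Supplementary Table 2 (49 lncRNA genes and 183 mRNA genes; 131 higher and 107 lower), and 409 are. Among the 238, named after their values were seen, are EPB42 (log2 fold change 3.34), C3orf80 (2.79), PAX6 (2.69) and LBH (2.54), and, of those that fell, GPER1 (-2.07) and SNCAIP (-2.04). EPB42 and PAX6 each have another tested probe, which changed by 0.062 (limma adjusted p = 0.958) and 0.71 (limma adjusted p = 0.400), and the third GPER1 probe changed by -0.53 (limma adjusted p = 0.245). Their median change in the called direction was 0.72.

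In the authors' deposited values, where the spots of a gene are averaged, 95 of the 238 were under the fold cutoff. A further 24 had a Student p of 0.05 or more on those gene values. The fold and the p used here each match 486 of 487 entries of the table, so these genes miss the paper's cutoffs on its own values. For the rest, whether a different selection rule keeps them out stays open. In 112 at least 1 TGF-β1 array was under the fold cutoff. The other 7 pass every step of the rule rebuilt from the table, described under the other observations. The condition on each array was fitted to the table, and the rule selects 11 genes outside it, so few could pass. An effect of slide position stays open: within slide row 1 the median change in the called direction was 0.72, all 238 had the called direction and 187 reached 0.6, but this rests on TGF-β1 replicate 1, which also took part in choosing the genes; the limit of 0.6 written beforehand was reached, and leaving the question open was decided after seeing the value. The other ways to divide the arrays gave 0 genes past the fold cutoff at an adjusted p under 0.05, and between 161 and 733 at the unadjusted study threshold; 1 of 10 ways, the real one, gave as many as 647; this share cannot be under 0.1 with 10 ways, so it cannot exclude chance at 0.05 whatever the values. A response to TGF-β1 is the difference the design names, and for these genes it was not measured by another assay here.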

How the results depend on the processing

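The selection rule rebuilt from Supplementary Table 2 and the mean of the 4 LINC00941 probes were chosen after seeing the data; the other alternatives were set before. The main counts are 1114 genes, 297 lncRNA genes and 755 mRNA genes past the study threshold, 647 genes at an adjusted p, and a lncRNA share of 26.7%. Except where it follows from the construction of an alternative, the cause of a change was not tested.

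With no background filter, 2186 genes (905 lncRNA) passed, and 184 at an adjusted p over the larger number of probes; the lncRNA share of 41.4% was then below that of the genes tested. Testing only probes well above background on all arrays left 156 lncRNA genes, a share of 20.0%, below that of the genes tested, and 56 lncRNAs of Supplementary Table 2 with the paper's direction, in place of 86. Under normexp 395 genes passed, 380 at an adjusted p, with 43 lncRNA genes, 347 mRNA genes and a share of 10.9%, below that of the genes tested. The offset of 50 shrinks the changes of dim probes, so part of this fall may follow from the construction of the setting. The 1114 and these 395 genes share 381. The lncRNA share was above that of the genes tested at a Fisher p under 0.05 with quantile normalization (27.2%), the percentile over all probes (27.4%), the fold cutoff of 1.5 (27.1%) and the slide row block (32.2%), and also without control replicate 3 (31.8%), without TGF-β1 replicate 1 (34.1%) and without TGF-β1 replicate 2 (28.4%).

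With the unpaired per-probe test 325 genes passed at an adjusted p and 178 lncRNA genes at the study threshold, a share of 20.3%. A t-test paired by replicate number, the kind the paper's statistics section names in general, gave 701 genes and 126 lncRNA genes at the study threshold. Its share was 18.0%, and 0 genes were left after Benjamini-Hochberg adjustment, where its smallest adjusted p was 0.0549. Both shares were below that of the genes tested. No pairing by replicate number was seen: the deviations of same-numbered arrays from their group means correlated at -0.30, -0.17 and 0.01. With 3 arrays per group, and the TGF-β1 arrays in different slide rows, these correlations cannot exclude that the samples were paired. With the replicate number as a block, 265 genes passed at an adjusted p.

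The slide row block rests on TGF-β1 replicate 1 and gave 1742 genes, 306 at an adjusted p and 561 lncRNA genes, with 35.4% of the genes higher in place of 52.3%. LINC00941 by its brightest probe changed by -0.071 with that block, in place of 0.51. It passed the adjusted threshold in the authors' deposited log2 table (0.73, adjusted p = 0.0332) and as the mean of its 4 probes (0.74), and over all alternatives its adjusted p ranged from 0.0316 to 0.929. The deposited table averages the spots of a gene, so it and the mean are nearly the same measure. The correlation between lncRNAs and the genes they are named after, 0.049, passed a permutation p under 0.05 in the deposited log2 table (0.063) and with the slide row block (0.066). Of the genes near LINC00941 and those that the paper measured in knockdown experiments but did not take to qRT-PCR from the arrays, 3 passed at an adjusted p, 5 under normexp and with the trended and robust variance, and 0 with no background filter, the replicate block or the slide row block. The rebuilt rule selected 494 genes, 88 lncRNA and 389 mRNA, a share of 17.8%.

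With each array left out in turn, genes past the study threshold numbered 1155 to 1606, lncRNA genes 297 to 548, mRNA genes 796 to 948 and genes at an adjusted p 336 to 557, the share was 25.7% to 34.1%, LINC00941 changed by 0.36 to 0.81, lncRNAs of Supplementary Table 2 with the paper's direction numbered 85 to 86 and mRNAs 391 to 393, the correlation of neighbours was 0.027 to 0.049, the lists called remained 2, and the genes near LINC00941 or of the knockdown experiments only that passed numbered 2 to 3. The highest counts of lncRNA genes and the highest share came without TGF-β1 replicate 1, where 63.6% of the genes were higher, and the lowest count at an adjusted p without control replicate 2.

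For the 66 named genes, 540 of 586 comparisons with a processing alternative kept the direction of a called value and the side of the adjusted threshold, 28 lost it, 18 gained it and 0 reversed, and of 396 with an array left out 372 kept it, 22 lost it and 2 gained it. The lists kept theirs in 75 of 75. Of the lncRNA genes past the study threshold 35.7% also passed at an adjusted p, against 69.5% of the mRNA genes.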

Differences from the paper's values

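The comparison with the selection rule rebuilt from Supplementary Table 2 was chosen after the values had been seen.

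The paper counts 91 differentially expressed lncRNAs, and 297 lncRNA genes passed the study threshold here. Of the alternatives set before the data were examined, only the t-test paired by replicate number, with 126, was within 1.5 times the paper's number. The other alternatives gave between 43 and 905. The p-values of Supplementary Table 2 match an unpaired Student test in 486 of 487 entries and a paired one in 29. The nearness of 126 to the paper's number is therefore no sign that a paired test made its list. The paper counts 397 mRNAs, and 755 mRNA genes passed here. Normexp (347) and the paired t-test (550) were within 1.5 times the paper's number, and the other alternatives set before were not. The rebuilt rule, which was chosen after seeing the values, gave 88 lncRNA genes and 389 mRNA genes. For the lncRNA share the paper gives 18.3%, against 26.7% here, a ratio under 1.5.

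Over all tested entries of Supplementary Table 2, the fold change of the brightest probe was more than 1.5 times apart from the paper's for 12 of 88 lncRNAs and 20 of 397 mRNAs. Among those that the paper names or that were chosen by the rule for the largest changes, it was so, and also past the replicate spread, for 4. ENST00000409910, well above background on 1 of 3 control arrays, so that its control level is uncertain, was 3.79-fold higher, and the paper's fold change is 6.73. The values were within the replicate spread or 1.5 times of each other in the authors' deposited log2 table (4.95), with quantile normalization (3.86), with the slide row block (3.88), and without control replicate 2 (5.16), control replicate 3 (3.50) or TGF-β1 replicate 3 (4.04), and not under the other alternatives. HMGA2 was 1.34-fold higher by its brightest probe, and the paper's fold change is 2.79. Its other probes rose by 2.02 and 1.80 on the log2 scale (limma adjusted p = 0.000314 and limma adjusted p = 0.000715). The deposited table averages the spots of all its probes, which goes with its higher value. That table (2.66) and normexp (3.17) came within the replicate spread or 1.5 times of the paper's value, and the others did not. The fold change of KIT, well above background on 1 of 3 TGF-β1 arrays, was 0.467, and the paper's is 0.227, which only the deposited table reached (0.231). RGS16 was 13.3-fold higher, and the paper's fold change is 5.74, with 5.80 in the deposited table and 5.01 under normexp, and not under the others. For KIT, RGS16 and ENST00000409910 the deposited table averages different spots on different arrays: with the same spots on every array, a comparison chosen after the values had been seen, the log2 fold change went from -2.12 to -1.10 for KIT, from 2.54 to 3.25 for RGS16 and from 2.31 to 1.92 for ENST00000409910, while for HMGA2 the spots are the same on every array.

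The paper lists LINC00941 among the upregulated lncRNAs. Its brightest probe rose by 0.51 on the log2 scale and was past neither the fold cutoff nor the adjusted threshold, and probe A_22_P00016922 (0.17) was past neither. Probes A_21_P0007484 (1.10, limma adjusted p = 0.00719) and A_21_P0007829 (1.16, limma adjusted p = 0.0212) were past both. So were its value in the deposited table (0.73) and the mean of its 4 probes (0.74), chosen after seeing the values. The deposited table averages the spots of a gene, so these last values are nearly the same measure. Among the genes the paper took to qRT-PCR as changed, CTB-178M22.2, KCNMA1-AS1, MMP10 and HMGA2 also had an adjusted p of 0.05 or more by their brightest probe. CTB-178M22.2 passed the adjusted threshold under normexp, in the deposited table, with the trended and robust variance, with the slide row block and without TGF-β1 replicate 1; KCNMA1-AS1 with quantile normalization, the percentile over all probes, the deposited table and the trended and robust variance; MMP10 under normexp, with the percentile over all probes, with the trended and robust variance and without control replicate 1; and HMGA2 under normexp and in the deposited table.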

Other observations

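The gene list tests, the correlation of lncRNAs with neighbouring genes and the values of named genes were set before the data were examined; the search for the rule behind Supplementary Table 2, the averaging of the same spots, the other ways to divide the arrays (except under the rebuilt rule), the test of dim probes, the slide row test of LINC00941, the spike-in comparisons and the test of neighbour pairs whose gene was called were chosen after the results they measure had been seen, and the limit for reading the neighbour correlation was written then too.

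Supplementary Table 2 could be rebuilt in part from the deposited log2 table by a search. Of 3 tests compared, the p of 486 of 487 entries matched an unpaired Student test within 0.0006, 29 a paired one and 156 a Welch test. Of 147 definitions of the fold with the same statistic for both groups, the best matched 178 entries within 0.0011; of 6 with different statistics, the mean of the TGF-β1 arrays minus the median of the control arrays on the log2 scale matched 486. Adding a condition that each TGF-β1 array be past the fold cutoff, and that a gene be detected on all arrays of a group, selected 494 genes, 483 of them in the table and 11 not; without the condition on each array it selected 733. That selection is therefore a candidate source of the paper's list, found and tested on the same table. Under it, the other ways to divide the arrays gave at most 194 genes, and 1 of 10, the real one, gave as many as 494. This share cannot be under 0.1 with 10 ways, so it cannot exclude chance at 0.05 whatever the values.

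For 12 genes of Supplementary Table 2 no probe passed the study threshold here. In 10 of them the deposited table averages different spots on different arrays, and in 8 of these the change fell under the fold cutoff once the same spots were averaged on every array, so their change may come from the choice of spots. For CARD14 the change was 1.83 in the deposited table and -0.27 with the same spots, for FAM91A1 -1.50 and 0.02, and for PTPLB (HACD2 in current RefSeq) -1.48 and 0.23. The other 5 were LINC01405, XKR7, APOBEC3H, ENST00000541888 and XLOC_l2_010963. Over all 485 genes of the table found in the deposited values, 55 average different spots; with the same spots on every array 15 of these fall under the cutoff, and 4 (SUSD4, LOC729950, ENST00000445534 and BMP1) are past it in the opposite direction. No biological explanation was tested.

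The numbers past the study threshold were set against those of the other 9 ways to divide the arrays. As many genes as 1114, as many mRNA genes as 755 and as many genes at an adjusted p as 647 came from 1 of 10 ways, the real one. As many lncRNA genes as 297 came from 2 of 10, the other being control replicate 1 with TGF-β1 replicates 2 and 3 against the rest, with 363. That way of dividing puts both arrays of slide row 2 in 1 group; with the slide row as a block, 561 lncRNA genes passed. The other ways gave at most 270 mRNA genes and 0 genes at an adjusted p. The share of ways cannot be under 0.1 with 10, so it cannot exclude chance for any of these numbers, whatever the values.

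The lncRNA share of 26.7% was at least as close to that of the tested genes as in the other ways, which gave 46.0% to 57.0%, so 10 of 10 were as far from it. Noise of dim probes may account for part of the lncRNA genes at the unadjusted threshold: lncRNA genes were 16.4% of the genes at an adjusted p, below their 24.6% of the tested genes (Fisher's exact test across genes, p = 3.78e-07), while they were a larger share where the groups are mixed. Whether lncRNAs respond differently from mRNAs to TGF-β1 was not told apart from this.

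The 4 LINC00941 probes changed by different amounts, with a largest difference of 0.99. This was at percentile 98.2 of the same measure over 166 other genes with 4 tested probes, just above the central 95% set as the limit, whose upper end was 0.98, and other genes reached further, so an ordinary spread between probes of a gene is left open here, a reading chosen after the value had been seen. Slide position stays open as well: in slide row 1, TGF-β1 replicate 1 alone, the probes A_21_P0007484 and A_21_P0007829 changed by 1.22 and 1.29, and the others by -0.07 and -0.35. Probes that read different transcripts of the gene are another possible explanation, which was not tested.

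Of 10 probes for the E1A spike-in transcripts, which are added to each sample in known amounts, 6 were well above background on all arrays, and they were dimmer on the TGF-β1 arrays. After scaling their mean was -0.35, -0.65 and -0.75 on the control arrays and -1.42, -1.38 and -1.19 on the TGF-β1 arrays, a difference of -0.75, from -0.67 to -0.86 over the probes (exact permutation test, two-sided, p = 0.1, the smallest possible). Dimmer TGF-β1 arrays overall are argued against by the 75th percentile before scaling, which differed by -0.039, where the spike-ins differed by -0.79. Along slide row 1 the spike-ins fell in the order of the arrays, from -0.35, -0.65 and -0.75 on the control arrays to -1.42 on TGF-β1 replicate 1. In slide row 2 they were -1.38 and -1.19. On TGF-β1 replicate 1, 2 of 10 quality measures, both from the spike-ins, were out of range. An effect of array position, less spike-in RNA in the TGF-β1 samples and a rise of nearly all labeled RNA after TGF-β1 cannot be told apart from this difference of -0.75. The scaling removes what all genes share. On the scale of the spike-ins the median log2 fold change of all tested probes would be 0.74, so changes given here are relative to the other genes of the array.

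Of the gene lists written before the data were examined, 2 of 5 were called by camera at an adjusted p under 0.05, and 2 of 10 ways to divide the arrays gave as many, so chance cannot be excluded for this number. The list of TGF-β and SMAD feedback genes had a mean log2 fold change of 1.10 over 30 genes, 24 of them higher (camera adjusted p = 4.32e-22, fry adjusted p = 3.69e-06), and means of 1.11, 1.07 and 1.11 on the TGF-β1 arrays. Of these 30, 20 passed a limma adjusted p under 0.05 over all probes and 24 adjusted over the list alone, and 18 are in Supplementary Table 2. Cholesterol synthesis genes had a mean of 0.06 (camera adjusted p = 0.106, fry adjusted p = 0.00126), and cell cycle genes of -0.01 (camera adjusted p = 0.699, fry adjusted p = 0.658). Interferon-stimulated genes had a mean of -0.02 and a median of 0.01, which differ in sign (camera adjusted p = 0.866, fry adjusted p = 0.931). The calls of the TGF-β and the NRF2 list hold under fry.

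Whether lncRNAs named after a neighbouring gene move with that gene was tested over 1104 pairs. Spearman's rho of the log2 fold changes was 0.049 across pairs (10000 permutations of the pairing, two-sided, p = 0.108). Of 10 ways to divide the arrays, 1, the real one, gave a rho as large. That share cannot be under 0.1 with 10 ways, so it cannot exclude chance whatever the values. Among the 50 pairs whose gene was past the fold cutoff at an adjusted p, 31 lncRNAs (62.0%) moved the gene's way, against a median of 25 with the pairing permuted (permutation test, one-sided, p = 0.0522). Neither result passes 0.05, and a small tendency stays open; genes are not independent replicates.

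CAPRIN2 and IPO8, the genes near LINC00941 on chromosome 12 that the paper measured by qRT-PCR, changed by 0.24 (standard error 0.17, limma adjusted p = 0.573) and -0.19 (standard error 0.23, limma adjusted p = 0.770), within the spread of the replicates, and no probe of LOC645485 was well above background on any array. By qRT-PCR the paper reports a rise of CAPRIN2 with TGF-β in T98G cells. The other CAPRIN2 probe on the arrays changed by 0.075 (limma adjusted p = 0.806), so neither probe showed a rise beyond the replicate spread. Beside genes that it had also taken to qRT-PCR from the arrays, such as SNAI1 and CTGF, the paper measured 15 genes in its knockdown experiments; of these 15, 3 passed a limma adjusted p under 0.05 over all probes and 5 adjusted over the list alone on these arrays: CDH6 rose by 0.94 (limma adjusted p = 0.00769), FZD8 by 0.96 (limma adjusted p = 0.00725) and WNT5A by 0.58 (limma adjusted p = 0.0284); CDH6 and FZD8 are in Supplementary Table 2. None of the 3 passed with no background filter or with the replicate or slide row block, and WNT5A did not pass without control replicate 1, 2 or 3 or TGF-β1 replicate 1 or 2. Besides LINC00941 and MALAT1, 10 lncRNAs named in the introduction and discussion have a probe on the arrays, and 7 were tested. Of these 7, 0 passed a limma adjusted p under 0.05 or, by their brightest probe, the study threshold. UCA1 was not well above background on any array. The brightest MALAT1 probe changed by -0.53 (limma adjusted p = 0.236) and was not past the study threshold. By a dimmer probe, MIR100HG (-0.67, limma adjusted p = 0.0912) and MALAT1 (-1.06, limma adjusted p = 0.238) were past the unadjusted study threshold. The qRT-PCR reference genes TBP and HPRT1 changed by 0.28 and 0.18 (limma adjusted p = 0.197 and limma adjusted p = 0.572).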
